# N6-Adenosine Methylation in MiRNAs

**DOI:** 10.1371/journal.pone.0118438

**Published:** 2015-02-27

**Authors:** Tea Berulava, Sven Rahmann, Katrin Rademacher, Ludgar Klein-Hitpass, Bernhard Horsthemke

## Abstract

Methylation of N6-adenosine (m6A) has been observed in many different classes of RNA, but its prevalence in microRNAs (miRNAs) has not yet been studied. Here we show that a knockdown of the m6A demethylase FTO affects the steady-state levels of several miRNAs. Moreover, RNA immunoprecipitation with an anti-m6A-antibody followed by RNA-seq revealed that a significant fraction of miRNAs contains m6A. By motif searches we have discovered consensus sequences discriminating between methylated and unmethylated miRNAs. The epigenetic modification of an epigenetic modifier as described here adds a new layer to the complexity of the posttranscriptional regulation of gene expression.

## Introduction

Methylation of N6-adenosine (m6A) occurs in rRNA, tRNA, snoRNA, mRNA and lncRNA [1–4]. Transcriptome-wide mapping studies have shown that m6A in mRNA is enriched in the vicinity of stop codons, in the 5’ and 3’ untranslated regions (5’UTRs and 3’UTRs) and within internal long exons [3,4]. m6A appears to target mRNA for degradation [5]. The great majority of 3’UTRs that contain m6A sites also contain miRNA binding sites, but these rarely overlap [4].

miRNAs comprise a class of small non-coding RNAs that regulate expression of genes at the posttranscriptional level and thereby influence fundamental biological processes including cellular differentiation, proliferation, and apoptosis [6,7]. Their aberrant expression has been associated with numerous human diseases [8–11]. miRNAs are first transcribed as long primary transcripts (pri-miRNA), which are processed into precursor hairpin intermediates (pre-miRNA) [6,7]. The precursor hairpin is exported from the nucleus into the cytoplasm and further cleaved to 19–27-nt long mature miRNAs through a complex process. The functional strand of the mature miRNAs is loaded into the RNA induced silencing complex (RISC), which targets specific mRNA causing mRNA cleavage, translational repression or deadenylation. Each miRNA can target many different mRNAs, and each mRNA can be regulated by many different miRNAs [6,7].

The biogenesis of miRNAs is tightly regulated at multiple levels, including miRNA transcription, processing, loading into the RISC complex and finally its decay. All these steps may be affected not only by changes in the levels of executor molecules, but also by modification(s) of the sequence and/or structure of miRNA itself. The relevance of these alterations, in particular miRNA tailing [12,13], RNA editing [14,15] and RNA O-methylation [16] has intensively been studied apart of N6-adenosine methylation, although it has recently been claimed that the tRNA cytosine-methyltransferase NSun2 can methylate miR-125b at adenosine residues [17]. Here we report a comprehensive study of m6A in miRNAs.

## Material and Methods

### Antibodies

For RNA immunoprecipitation we used the anti-m6A antibody that has been used by Meyer *et al*.[4] (Synaptic System, Goettingen, Germany). Mouse mABb IgG1 isotope control antibody was used to control for non-specific binding (Cell Signaling Technology, Danvers, MA, USA). The primary antibodies used for western blotting were mouse and rabbit anti-FTO (Abcam, Cambridge, UK; Epitomics, Burlingame CA, USA) and rabbit anti-GAPDH (Cell Signaling Technology, Danvers, MA, USA). Secondary antibodies were goat anti-mouse and anti-rabbit HRP (horseradish peroxidase) conjugated antibodies (Thermo Fisher Scientific, Waltham, MA, USA)

### Knockdown of *FTO* by siRNA transfection

Uninduced Flp-In 293 T-Rex cell derivatives FTO1C1, FTO2D4 and FTO3C3 cell lines [18] were used for *FTO* knockdown experiments. Cells were maintained in DMEM medium supplemented with 10% FCS and 1% PenStrep in a humidified incubator at 37°C supplied with 5% CO2. Commercially available siRNA designed for *FTO* was purchased from Origene (Rockville, MD, USA. Cat. No SR312322). The kit provided three different siRNAs, two designed for the 3’UTR and one for exon 3. A universal scrambled siRNA absent in human, mouse and rat genomes was used as a negative control (included in the kit). As a transfection reagent, lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) was used.

Cells were transfected following the standard protocol at 10 nM concentration of siRNAs. Briefly, cells were plated in 6-well plate one day before transfection. On day of transfection, the medium was changed, and 2 h later the formed complexes of siRNAs and lipofectamine were added to cells in a drop-like manner. RNA and protein were extracted after 48 h of transfection from both, *FTO* siRNA and scrambled siRNA transfected cells. Knockdown efficiency was examined by qRT-PCR and western blotting as described [18].

### Total RNA Preparation and miRNAs enrichment

The large and small RNA fractions from *FTO* knockdown were prepared using RNeasyPlus Universal mini kit (Qiagen, Hilden, Germany) following the instructions of the manufacturer. The small RNA fraction was eluted with the RNeasyMinElute Cleanup Kit (Qiagen, Hilden, Germany). Using this approach, two fractions of RNA were prepared: large RNAs above 200 nt (mRNA with ribosomal RNAs) and small RNAs less than 200 nt in size (enriched with miRNAs, transferring RNAs, 5S and 5.8S rRNAs). Samples were analyzed on Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). The DNase treated large RNA was used for qRT-PCR to analyze the levels of mRNA from several genes and primary transcripts of miRNAs, the small RNA fraction was used for immunoprecipitation and high-throughput sequencing and for qRT-PCR to determine expression levels of mature miRNAs.

### RNA immunoprecipitaion

For immunoprecipitation of RNA, two rounds using 5 μg of anti-m6A antibody and 4 μg of small RNA were performed. The reaction was carried out using the Immunoprecipitation Kit—Dynabeads Protein G with some modifications (Life Technologies, Carlsbad, CA, USA)[4]. First, the antibody was coupled to Dynabeads Protein G in 500 μl of Binding and Washing Solution for 3 hours at 4°C followed by 10 minutes incubation at room temperature. Beads were then washed three times in Washing Buffer. Small RNA was added to the antibody-coupled beads in IP buffer (140 mM NaCl, 10 nM sodium phosphate, 0.05% Triton-X) supplemented with RNase inhibitor—Superase-In (Life Technologies, Carlsbad, CA, USA) and kept on the rotating platform at 4°C overnight. On the next morning beads were washed 5 times with IP buffer. Finally beads were treated with 250 μl of Elution Buffer (5 mM Tris pH 7.5, 1 mM EDTA, 0.05% SDS) supplemented with 2.1 μl Proteinase K (Invitrogen, 20 mg/ml) for 1.5 h on a heating block at 50°C at 1100 rpm. Immunoprecipitated RNA was recovered with Trizol LS reagent following the instructions from the manufacturer. As a control, immunoprecipitation was performed using IgG instead of anti-m6A antibody. The rest of experimental parameters were kept identical.

### Illumina miRNA sequencing

TruSeq Small RNA Sample Preparation Guide was used for cDNA synthesis and library preparation (Illumina, San Diego, CA, USA). The protocol was strictly followed. Briefly, 3’ and 5’ adapters were ligated to the samples, followed by reverse transcription and amplification with primers containing the unique indices for different samples. Amplified cDNA constructs were purified using Ampure XP beads. DNA was loaded into two lanes at 5 pM and 10 pM concentrations and subjected to Illumina sequencing. Demultiplexing was done using Illumina CASAVA 1.8.2.

### Sequence Analysis

#### Analysis Pipeline and software

The whole analysis pipeline was implemented as a Snakemake workflow to keep it reproducible [19]. Sequence matching and counting was done with the mamaslemonpy software that runs under Python 3 and is available from the Python Package Index (PyPI).

#### Adapter trimming and read classification

As mature miRNAs are shorter than the read length (16–28 bp vs. 50 bp), a typical miRNA read contains part of the adapter sequence (5′-TGGAATTCTCGGGTGCCAAGG-3′). Therefore adapter sequences are searched for and removed with cutadapt [20]. Cutadapt removes adapter sequences from high-throughput sequencing reads, requiring 4 bp overlap to identify the adapter and allowing a 20% error rate for the adapter sequence. Remaining reads shorter than 16 bp were discarded; reads between 16 bp and 28 bp in length were considered as candidate miRNA reads.

#### Identification and counting of mature miRNAs

The sequence reads were matched against the mature human miRNAs from miRBase release 20 of June 2013, which was the current release at the time of analysis [21]. For analyzing the *FTO* knockdown RNA-seq data, the *FTO* specific siRNA (SR312322A–gcagcugaaauauccuaaacuaatt, SR312322A_rc–uuaguuuaggauauuucagcugc, SR312322B–agacagaacuuagagacaucccagt, SR312322B_rc–acugggaugucucuaaguucugucu, SR312322C–agcgugugacaaagccuaaccuact and SR312322C _rc–aguagguuaggcuuugucacacgcu) and scrambled RNA (Scrambled–cguuaaucgcguauaauacgcguat and Scrambled_rc—auacgcguauuauacgcgauuaacg) sequences were added to the miRNA reference sequence. Entries with exactly the same sequence were collapsed into a single one. For filtering out the siRNAs, which are also represented in the library, their sequences were added to the set of reference sequences. Matching and identification of the appropriate reference for each read was done based on maximal exact matches (MEMs) [22]. In short, a MEM of length L with some reference sequence s starts at position p of a given read r if and only if the substring of length L at position p of r is equal to some substring of s, and this condition is violated if the match were extended in r to the left of position p or to the right of position p+L-1. For candidate miRNA and pre-miRNA reads, each MEM had to be of length at least 7, and all such MEMs had to cover at least 17 bp of the read. In the rare case where more than one reference satisfied these criteria, the reference with the most matching basepairs was considered the correct one. In the end, the number of reads that were successfully matched against each reference sequence were counted and tabulated. This resulted in a table of counts for each mature miRNA in each experiment.

The raw read numbers obtained from the matching step were normalized against the total counts of mapped miRNA reads per million as described [4,23–25]. miRNAs having at least 15 normalized reads in all three scrambled siRNA treated cell lines and fewer than 50% reads in the knockdown cells were defined as downregulated. miRNA having at least 15 normalized reads in all three knockdown cell lines and a fold-change >2 were defined as upregulated

For RNA samples immunoprecipitated with anti-m6A antibody (m6A samples) we applied stricter filtering options: (i) The cutoff was set to 100 normalized reads and (ii) at least 2 fold enrichment compared to samples immunoprecipitated with anti-IgG antibody (IgG samples) was required to consider a miRNA as methylated.

### Real-time PCR

RNA reverse transcribed into cDNA was used for quantitative Real-Time PCR (qRT-PCR) analyses. Dual color real-time PCR was performed on LightCycler480 System (Roche, Mannheim, Germany) using a Yellow-555-labeled universal reference *GAPDH* probe and the following FAM-labeled probes from the Universal Probe Library: #87 for *FTO* (forward primer 5’-gaaaatctggtggacaggtca-3’ and reverse primer 5’-cgagagagagtcatcctcactt-3’), #16 for *DICER1* (forward primer 5’-cagtcggcttcttcagtcg-3’ and reverse primer 5’-ggattccagtgatcctctgc-3’), #12 for *DROSHA* (forward primer 5’-tctctggaaaggtcctacaaaaa-3’ and reverse primer 5’-caggttcaggaacaaccgata-3’), #80 for *DGCR8* (forward primer 5’-tgcaaagatgaatccgttga-3’ and reverse primer 5’-agtaacttgctcaaagtcaaaacg-3’), #34 for *ADAR* (forward primer 5’-cggccaaggtttccagta-3’ and reverse primer 5’-cctgacttccgagatgcac-3’). LightCycler 480 probes master mix was used in reaction (Roche, Mannheim, Germany).

For mature miRNA the preformulated primer and probe sets in TaqMan Small RNA assay was used (Life Technologies, Carlsbad, CA, USA) following the cDNA generation with TaqMan MicroRNA Reverse Transcription kit (Life Technologies, Carlsbad, CA, USA). All reactions were performed according to the instructions from manufacturer. For primary transcripts predesigned primer and probe set was purchased from Life Technologies, and qRT-PCR was performed after reverse transcription of RNA into cDNA using GeneAmpl RNA PCR Kit and random hexamers (Applied Biosystems, Foster City, CA, USA).

### Unbiased search for discriminating motifs

To discover motifs that discriminate between the 239 immunoprecipitated miRNAs and 2555–239 = 2316 remaining miRNAs, we used two complementary methods.

Fist, we used the MoSDi software suite [26]. We generated all IUPAC consensus motifs of the forms 3–2–2–0, 4–2–2–1 and 5–3–2–1, where the form k-x-y-n means motifs of length k with at most x degenerate characters from the set {R, Y, K, M, W, S}, at most y degenerate characters from the set {B, D, H, V} and at most n Ns. The resulting motifs spaces contain 2466 (3–2–2–0), 37250 (4–2–2–1) and 571906 (5–3–2–1) motifs, respectively. We estimated a background text model from the k-mers of the 2316 remaining RNAs (k = 3, 4, 5 according to the motif space) and counted in how many of the 239 immunoprecipitated miRNAs each motif occurred. From the occurrence count and background model, MoSDi computes a p-value for each motif as described in detail previously [26].

Second, we used the counts of sequences with and without each motif in the immunoprecipitated and remaining sequences to form a 2x2 contingency table and obtained a p-value for each motif with Fisher’s exact test for independence between motif and the property of being pulled down. We used the Python 3.4 implementation of scipy.stats.fisher_exact, scipy version 0.13.3. Although both methods are based on complementary techniques (MoSDi is text-model based, whereas the other is test-based), we found the results to be highly similar, although the motifs slightly differ in rank when sorted by their p-value.

### Statistical analysis

The J.P. Royston version of the Shapiro-Wilk test was used to test the data for normality. The dependency of log2fc level after knockdown and log2f enrichment was analysed using the Pearson Product-Moment Correlation Coefficient for two sets of values.

## Results

First, we investigated whether there is a link between adenosine methylation and miRNA levels. For this, we knocked down the ubiquitously expressed m6A demethylase FTO in HEK293 cells essentially as described before [18]. The knockdown efficiency in three independent experiments was 53–68% as determined by qRT-PCR and Western blot analysis (Fig. 1A,B). 

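Small RNA from the Flp-In 293 T-Rex cell derivatives FTO1C1, FTO2D4 and FTO3C3, clones of the human embryonic kidney cell line HEK293, was sequenced 48 h after transfection with 10 nM of FTO-specific or scrambled siRNA. Each clone gave 1 FTO siRNA and 1 scrambled siRNA library, so that there were 3 libraries per group. The authors removed the adapters from the 50-base reads, kept trimmed reads of 16 to 28 bp and matched them by maximal exact matches to the mature human miRNAs of miRBase release 20. The reads were not aligned to a genome, so the values carry no genomic positions. The authors deposited the number of reads on each miRNA without normalization, for 2418 miRNAs, of which 7 are entries of identical sequence collapsed under joined names. A read that met the criteria for several miRNAs, which the authors call rare, was given to the one with the most matching bases, so close relatives such as the members of the let-7 family can hold each other's reads. The FTO siRNA libraries held 3480069 (FTO1C1), 3462842 (FTO2D4) and 3876806 (FTO3C3) reads on miRNAs. The scrambled siRNA libraries held 3637951, 2463878 and 1991317 reads in the same order. Between 22.1% and 30.6% of the reads of each library fell on miR-10a-5p, so the totals lean on few miRNAs. Counts were divided by the total of miRNA reads in the library and given as reads per 1000000 miRNA reads (RPM), and the ratio of FTO siRNA to scrambled siRNA was taken within each cell line. In addition, the counts were tested with edgeR's quasi-likelihood test with the cell line as a block, over the 2374 miRNAs that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. FTO itself is an mRNA and has no value among miRNA counts, so its knockdown was not analysed here.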

The levels of miRNAs were determined by RNA-seq. 

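A miRNA was counted as expressed when it had at least 15 RPM in all 3 scrambled siRNA libraries, which corresponds to 54.6 reads in FTO1C1, 37.0 in FTO2D4 and 29.9 in FTO3C3. With the total of miRNA reads as the denominator, 1032 miRNAs passed. The alternative that moved this number most used the larger totals worked back from the values of S1 Table and the counts, which was chosen after seeing the data, and gave 876 miRNAs. Those totals were derived from S1 Table, so this number follows largely by construction. With each cell line left out in turn, between 1051 and 1127 miRNAs passed.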

In total, 876 miRNAs were found to be expressed in these cells (S1 Table). After 48 hours of knockdown, we observed significantly increased levels of 42 miRNAs (the top 10 miRNAs are shown in Fig. 2A) and significantly decreased levels of nine miRNAs (Fig. 2B) with >2-fold change. 

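A mean of the 3 within-line ratios over 2, with at least 15 RPM in all 3 FTO siRNA libraries, was found for 35 miRNAs. A mean ratio under 0.5, with the same cutoff in the scrambled siRNA libraries, was found for 4 miRNAs, which were miR-22-3p, miR-196a-5p, miR-7-5p and miR-769-5p. This rule contains no test against the spread between cell lines. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 130 of the 2374 tested miRNAs had an adjusted p under 0.05, of which 118 were higher and 12 were lower after knockdown. These included 33 of the 35 increased and all 4 decreased miRNAs of the rule. Without FTO1C1 the edgeR test called 0 miRNAs, with 327 at an unadjusted p under 0.05. Leaving out FTO2D4 gave 126 calls, 87 higher and 39 lower, among them 78 of the 130. Leaving out FTO3C3 gave 201 calls, 191 higher and 10 lower, among them 109 of the 130. With FTO1C1 left out, the rule still gave 45 increased and 5 decreased miRNAs, and the median log2 fold change of all tested miRNAs was 0.25. The calls also depend on the scale. The median log2 fold change of all tested miRNAs was 0.29, and with TMM factors, which bring that median to -0.00035, 21 miRNAs were called higher and 34 lower, and 9 miRNAs passed the rule as increased and 12 as decreased. DESeq2 called 33 higher and 61 lower. Without the cell line as a block, the quasi-likelihood test called 41 miRNAs. By the rule, 56 miRNAs were increased without FTO3C3 and 17 were decreased without FTO2D4. From the changes after knockdown, the paper states that the amount of certain miRNAs in the cell depends on how much FTO is present.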

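At the threshold of 1.5, the mean ratio of 266 miRNAs was above it after FTO knockdown and that of 17 miRNAs was below its inverse, with the cutoff of 15 RPM applied as before. Of these, 107 of the 266 increased and 11 of the 17 decreased miRNAs had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The others did not reach that threshold. All 3 cell lines passed the threshold for 78 increased and 7 decreased miRNAs. TMM scaling changed the balance between the directions, with 67 increased and 73 decreased miRNAs. Without FTO2D4 the decreased miRNAs numbered 46 and without FTO1C1 27, and without FTO3C3 the increased miRNAs numbered 405.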

Using a lower threshold (>1.5-fold change), we observed 249 upregulated and 35 downregulated miRNAs (S2 Table). The deregulation of miRNAs is intriguing, because mature miRNAs are assumed to be very stable. As shown by other studies, the levels of pre- and primary transcripts of miRNAs are well-regulated and most miRNAs persist long after RNAi-mediated removal of miRNA processing enzymes [6].

**Fig 1:**
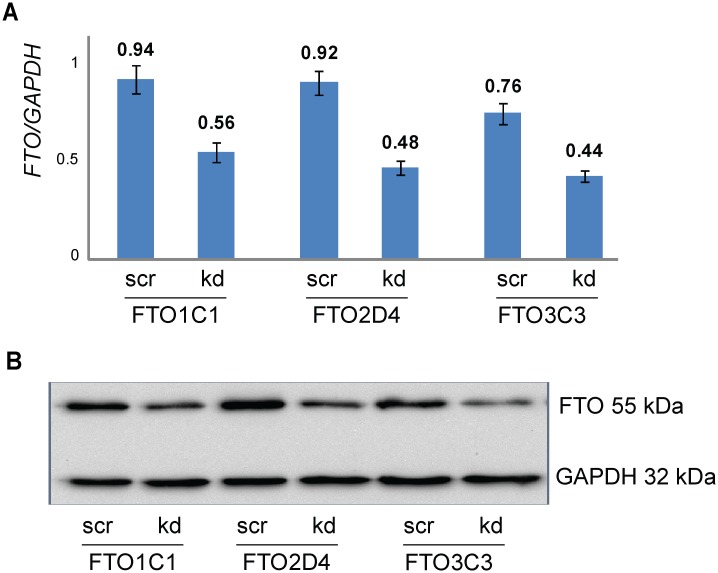
*FTO* knockdown in HEK293 cell clones FTO1C1, FTO2D4 and FTO3C3. A) The levels of *FTO* transcripts were investigated by qRT-PCR. *GAPDH* was used as a reference gene. Mean ± SD for three pairs of scrambled (scr) and *FTO* specific siRNAs treated cells are shown. B) Reduced protein levels were revealed by Western blot in all three cell lines transfected with siRNAs targeting FTO mRNA. Exemplary photo is depicted.

**Fig 2:**
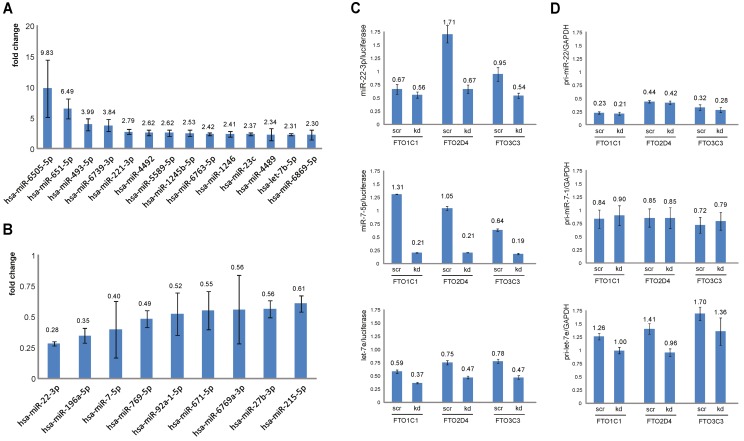
Deregulation of miRNAs in *FTO* knockdown cells. Mature miRNAs showing increased (A) and decreased (B) steady state levels in *FTO* knockdown cells. Normalized RNA-seq read numbers of individual miRNAs in *FTO* knockdown and scrambled siRNA treated cells were compared. Mean ± SD of three independent experiments are depicted. For verification and further studies, qRT-PCR analyses of selected mature miRNAs (C) and primary miRNA transcripts (D) were performed. We did not use other small RNAs as a reference gene for measuring mature miRNAs levels (as suggested by Life Technologies), since depletion of *FTO* might have an impact on their levels. Therefore, luciferase RNA was used to generate a standard curve and added to the qRT-PCR assays. *GAPDH* was used as a reference gene for measuring primary miRNAs transcript levels. Mean ± SD from quadruplicates per assay for three independent cell lines (FTO1C1, FTO2D4 and FTO3C3) are depicted. kd, *FTO* specific siRNA treated cells, scr, scrambled siRNA treated cells.

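The 14 miRNAs of Fig. 2A had mean ratios of FTO siRNA to scrambled siRNA between 2.30 and 9.83, and all 14 were higher in all 3 cell lines. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of them had an adjusted p under 0.05, and miR-4489 did not (adjusted p = 0.0519 by edgeR). The largest change was that of miR-6505-5p, which rose from 6.76 ± 1.84 (SD, n = 3 cell lines) to 62.0 ± 16.0 RPM, a log2 fold change of 3.15 (standard error 0.27, adjusted p = 0.000256 by edgeR). Its counts in the scrambled siRNA libraries were low, at 25, 12 and 17 reads. miR-651-5p rose from 34.6 ± 5.68 to 224 ± 57.8 RPM (log2 fold change 2.67, standard error 0.20, adjusted p = 0.000138 by edgeR). miR-493-5p and miR-6739-3p followed with log2 fold changes of 1.96 and 1.86. miR-5583-3p, which is not in the panel and was under 15 RPM after knockdown, had a log2 fold change of 1.71 (standard error 0.28, adjusted p = 0.011 by edgeR). let-7b-5p had a mean ratio of 2.31 ± 0.17 and a log2 fold change of 1.21 (standard error 0.18, adjusted p = 0.0075 by edgeR).

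The 9 miRNAs of Fig. 2B had mean ratios between 0.283 and 0.608 and were lower in all 3 cell lines. Of these, 8 had an adjusted p under 0.05 by the same edgeR test, and miR-6769a-3p did not (adjusted p = 0.0723 by edgeR). miR-22-3p fell from 7530 ± 1178 to 2138 ± 396 RPM, a log2 fold change of -1.82 (standard error 0.13, adjusted p = 0.000138 by edgeR). miR-196a-5p and miR-769-5p had log2 fold changes of -1.54 and -1.05. miR-7-5p had 79, 59 and 160 reads with scrambled siRNA and 46, 36 and 48 with FTO siRNA, and its ratio varied between 0.154 and 0.609 over the cell lines. Its log2 fold change of -1.58 had a standard error of 0.34 (adjusted p = 0.0323 by edgeR). miR-92a-1-5p had a log2 fold change of -0.99 (standard error 0.23, adjusted p = 0.0362 by edgeR). Without FTO1C1, none of the miRNAs of either panel had an adjusted p under 0.05 by edgeR, while all 23 kept the direction of their log2 fold change. Adjusted over the list alone, all 23 miRNAs of both panels were called, against 21 over all miRNAs tested, but the study chose the list on these libraries, so the former is not independent evidence.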

To verify the RNA-seq results and to determine whether the knockdown of *FTO* also affected the levels of primary miRNA transcripts (pri-miRNA), we performed qRT-PCR on let-7b, miR-7–5p and miR-22–3p miRNAs in quadruplicate experiments. In addition to let-7b, we also analyzed let-7e, although it was reduced by only 21% (S2 Table), because in a previous study [18] we had observed reduced transcript levels of *LIN28B*, which is a negative regulator of this particular family of miRNAs [27]. 

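let-7e-5p was counted 983, 557 and 507 times with scrambled siRNA and 776, 888 and 961 times with FTO siRNA in FTO1C1, FTO2D4 and FTO3C3. It had 250.3 ± 22.4 RPM (SD, n = 3 cell lines) before and 242 ± 17.4 after knockdown. The ratio was 0.825 in FTO1C1, 1.13 in FTO2D4 and 0.974 in FTO3C3, with a mean of 0.978 ± 0.155, so that the cell lines did not change in the same direction. Its log2 fold change of -0.05 was smaller than its standard error of 0.16 (adjusted p = 0.878 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value depends on the denominator. The mean ratio was 0.802 with TMM scaling and 0.487 with the totals worked back from S1 Table, and without FTO1C1 the log2 fold change was 0.07. Reads of let-7e-5p and of its relatives differ at few bases, so some of these counts can belong to other members of the family.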

We confirmed reduced levels of let-7e, miR-7–5p and miR-22–3p miRNAs (Fig. 2C), but not increased levels of let-7b (not shown). Thus, in this experiment, the let-7 miRNA levels do not appear to be regulated by a simple feedback loop between LIN28B and let-7.

We did not observe any changes of the primary transcripts except of pri-let-7e, which showed a moderate downregulation (Fig. 2D). These results suggest that mainly the biogenesis or stability of the mature miRNAs was affected. One possibility is that the levels of factors involved in these processes are changed as a consequence of altered methylation levels of their transcripts. Indeed, the mRNAs of *DICER*, *DGCR8*, *ADAR*, *DROSHA*, and others carry m6A [3,4]. For testing this possibility, we measured the steady state levels of these mRNAs by qRT-PCR. As shown in Fig. 3, we observed small, but nonsignificant changes. These findings are in line with our previous microarray studies of HEK293 *FTO* knockdown cells, which had not revealed significant changes of these genes [18].

**Fig 3:**
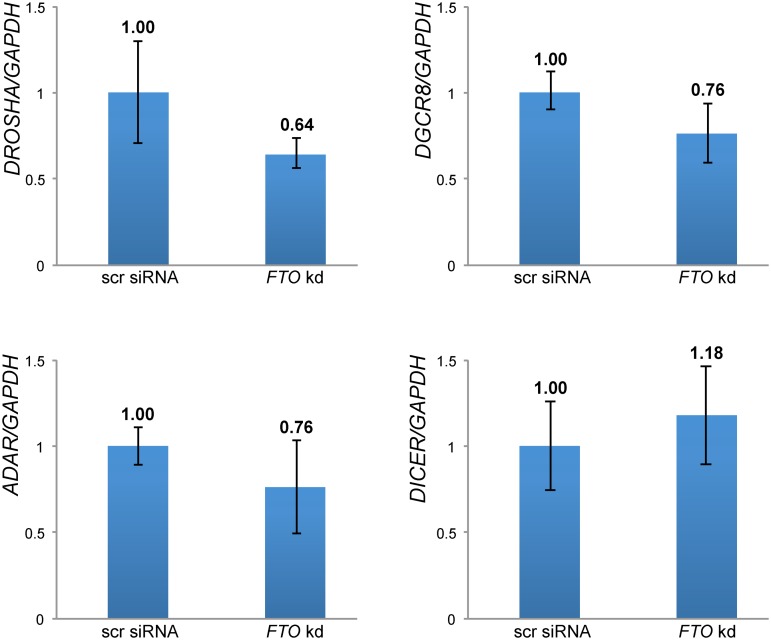
*K*nockdown of *FTO* does not significantly change mRNA levels of genes involved in miRNA biogenesis. The steady-state mRNA levels of *DICER*, *DROSHA*, *DGCR8* and *ADAR* were analyzed by qRT-PCR in cells treated with scrambled (scr) and *FTO-*specific siRNAs, respectively. *GAPDH* was used as a reference gene. The observed changes were not significant. Merged values of mean ± SD from triplicates per assay for the three independent cell lines FTO1C1, FTO2D4 and FTO3C3 are depicted. *FTO* kd, *FTO*-specific siRNA treated cells, scr siRNA, scrambled siRNA treated cells.

A second possibility is that certain miRNAs are methylated at adenosine residues and that m6A affects miRNA biogenesis and/or stability. For a global view on m6A in miRNAs we grew large amounts of HEK293 cells and performed RNA immunoprecipitation followed by high-throughput sequencing (RIP-seq) in three independent experiments. 

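Small RNA of the untreated clones FTO1C1, FTO2D4 and FTO3C3 was sequenced before precipitation (input), after precipitation with the anti-m6A antibody (m6A samples) and after precipitation with IgG (IgG samples), 1 library of each per clone and 9 in all. The authors deposited the number of reads on each of 2189 miRNAs, made as for the knockdown libraries and not normalized. The m6A libraries held 569501 (FTO1C1), 1362780 (FTO2D4) and 4973238 (FTO3C3) reads on miRNAs. The IgG libraries held 741432, 786688 and 186446 reads, and the input libraries 1408702, 1459712 and 1500357 reads, in the same order. The shallowest library is thus the IgG sample of FTO3C3, in which 142 miRNAs had a count of 0. A large part of the reads fell on miR-6080, between 41.3% and 47.8% in the m6A libraries, between 58.0% and 71.6% in the IgG libraries and between 15.5% and 28.4% in the input libraries, and this share enters every RPM value. The ratio of m6A to IgG RPM was taken within each cell line. An IgG count of 0 was set to 3 reads, so that such a ratio is a lower bound. m6A and IgG libraries were also compared with edgeR's quasi-likelihood test with the cell line as a block, over 2054 miRNAs. The reads come from PCR without molecular identifiers, so floors on counts cover counting error only.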

For immunoprecipitation we used an anti-m6A antibody which has previously been used by Meyer et al. [4]. Since not all molecules of a specific miRNA may be methylated, we used a rather low fold-change threshold of 2, although we are aware that this may lead to the inclusion of false positive miRNAs. 

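The cutoff of 100 RPM corresponds to 57.0 reads in the m6A library of FTO1C1, 136 in that of FTO2D4 and 497 in that of FTO3C3. It was applied to all 3 m6A libraries and left 445 miRNAs, of which 187 were less than 2-fold over IgG.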

For reducing noise we only analyzed miRNAs with normalized read numbers of >100, although we probably miss miRNAs which are expressed and/or methylated at low levels in FTO containing cells. We found that 239 miRNAs were significantly enriched in the m6A samples compared to IgG samples. 

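A mean ratio of m6A to IgG of at least 2 was found for 258 miRNAs, of which 221 were at least 2-fold higher in all 3 cell lines. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 252 of the 258 higher in the m6A samples at an adjusted p under 0.05. Over all 2054 tested miRNAs it called 792 higher and 26 lower, with a median log2 fold change of 0.83. TMM factors, which bring that median to 0.06, gave 453 higher and 302 lower, and totals without miR-6080, a setting chosen after seeing the data, gave 448 and 258. Without FTO2D4, 470 miRNAs were called in all. The number of lower calls, 26 with all cell lines, was 20 without FTO1C1, 14 without FTO2D4 and 3 without FTO3C3. These are totals of each fit and do not show which cell line the 26 rest on. The 258 enriched miRNAs took between 29.6% and 33.9% of the reads of the m6A libraries, between 1.78% and 2.65% of those of the IgG libraries and between 28.0% and 43.4% of those of the input libraries. The depth in the IgG libraries limits the precision of single folds. The median count of an enriched miRNA was 19 reads in an IgG library and 591.5 in an m6A library, and the median coefficient of variation of the 3 ratios was 40.5%. For 8 miRNAs at least 1 IgG library had a count of 0. A cutoff of 15 RPM moved the number most, to 967 miRNAs.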

Many miRNAs (n = 124) were enriched >10-fold and 17 miRNAs were enriched >100-fold (Table 1 and S3 Table). 

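The mean ratio was above 10 for 128 miRNAs and above 100 for 16 miRNAs. All 17 miRNAs of Table 1 were higher in the m6A samples by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (log2 fold changes from 6.08 to 8.47, largest adjusted p = 4.88e-05), and all 17 were also called when adjusted over the list alone, but the study chose the list on these libraries, so the latter is not independent evidence. The size of the fold is less certain than its direction, since these miRNAs had between 0 and 57 reads in an IgG library, with a median of 6, against a median of 2862 in an m6A library. The coefficient of variation of the 3 ratios ranged from 9.27% to 122%. The upper end is that of miR-500a-3p, whose FTO3C3 ratio rests on the floor for an IgG count of 0. With that count set to 1, its mean ratio was 485 with an SD of 465, against 422 and 516 with the floor. For at least 8 of the 17 miRNAs all 3 cell lines were above 100-fold. miR-500a-3p is not among the 8, as its lowest ratio of 95.0 is itself a lower bound from an IgG count of 0. Among the 17 miRNAs, the largest log2 fold change was that of miR-103a-3p (8.47, standard error 0.44, adjusted p = 3.66e-06 by edgeR). It had m6A counts of 2222, 4607 and 18678 and IgG counts of 4, 12 and 2. Outside Table 1, miR-548k (9.41) and miR-502-3p (9.29) had larger log2 fold changes. They had 0 reads in every IgG library and means of 63.4 and 57.4 RPM in the m6A libraries, so the size of their folds is uncertain. Within Table 1, the smallest coefficient of variation was that of miR-4653-5p, whose mean ratio was 107 ± 9.94 (SD, n = 3 cell lines), from IgG counts of 17, 25 and 7. miR-500a-3p, miR-28-5p and miR-374b-5p had a count of 0 in at least 1 IgG library and their means are lower bounds. The mean of miR-374b-5p was at least 62.7 with the floor of 3 reads, and with a count of 0 set to 1, which was chosen after seeing the data, 17 miRNAs were above 100-fold. Without miR-6080 in the totals 7 miRNAs were, as with TMM scaling. From the precipitation of these miRNAs with the antibody, together with a sequence motif, the paper concludes that there is evidence for m6A in miRNAs.

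**Figure D1:**
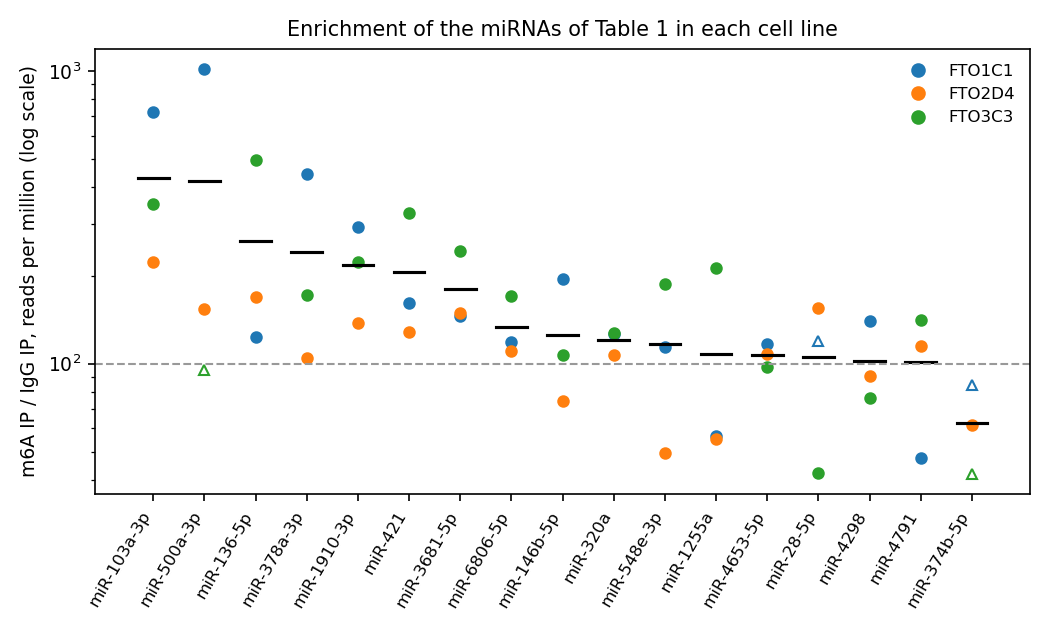
Ratio of m6A to IgG RPM (log axis) for each of the 17 miRNAs of Table 1 in FTO1C1, FTO2D4 and FTO3C3. Circles are ratios of counts, open triangles are lower bounds from an IgG count of 0 set to 3 reads, and black bars are means of the 3 cell lines. The dashed line marks 100-fold, which all 3 cell lines exceed for at least 8 miRNAs.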

The list of potentially methylated miRNAs includes miR-125b, which has recently been shown to be methylated [17]. 

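The counts hold 3 mature miRNAs of the miR-125b hairpins. The 5p arm, miR-125b-5p, had 2, 10 and 51 reads in the m6A libraries and 7, 3 and 3 in the IgG libraries, or 7.03 ± 3.38 and 9.78 ± 6.15 RPM (SD, n = 3 cell lines), and was below the filter of the edgeR test. miR-125b-1-3p had 269, 67 and 95 reads in the m6A libraries and 20, 12 and 3 in the IgG libraries. Its log2 fold change was 2.54 (standard error 0.69, adjusted p = 0.0177 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM factors, and without FTO1C1 or FTO2D4, its log2 fold change was 1.77, 1.23 and 3.15 and its adjusted p by edgeR lay between 0.0643 and 0.147. Without the cell line as a block that p by edgeR was 0.0289, and without FTO3C3 it was 0.0274. The other alternatives were not looked up for the miR-125b entries. miR-125b-2-3p had 100, 181 and 620 reads in the m6A libraries and 7, 6 and 10 in the IgG libraries, a mean ratio of 12.8 ± 9.07 and a log2 fold change of 3.17 (standard error 0.61, adjusted p = 0.00343 by edgeR). Without FTO2D4 it was 2.69 (adjusted p = 0.0786 by edgeR). With TMM factors, without the block or without another cell line, the adjusted p by edgeR was at most 0.00903. It passed the cutoff of 100 RPM in all 3 m6A libraries.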

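For the 258 m6A-enriched miRNAs, whatever their level in the knockdown experiment, the levels after FTO knockdown were compared with those of 804 miRNAs that were not enriched and had at least 15 RPM in all 3 scrambled siRNA libraries. The enriched miRNAs with that level numbered 228. Scaled to the total of miRNA reads, 66 of the 258 enriched miRNAs had a mean ratio under 1, or 25.6%, against 161 of the 804 others, or 20.0% (two-sided Fisher's exact test, p = 0.0666). With the cutoff applied to both groups, which was chosen after seeing the data, 65 of the 228 enriched miRNAs were lower, or 28.5% (two-sided Fisher's exact test, p = 0.00835). The median log2 ratio was 0.27 for the 258 enriched and 0.30 for the other miRNAs. The 239 miRNAs of S3 Table gave 25.1%. The share depends on the scale. With TMM scaling it was 53.1%, against 49.0% of the 890 others that passed the cutoff on that scale. On the scale of S1 Table, whose totals were worked back from its values and the counts and used only after seeing the data, 254 of the 258 enriched miRNAs were lower, or 98.4%, and so were 641 of the 655 others that passed the cutoff on that scale, or 97.9% (two-sided Fisher's exact test, p = 0.792). A lower level in all 3 cell lines on the scale of total miRNA reads was found for 38 enriched miRNAs, or 14.7%, and for 54 of the others, or 6.72% (two-sided Fisher's exact test, p = 0.000182). Fisher's exact test counts miRNAs as independent, which they are not, as all values come from the same 3 pairs of libraries. The groups were also not matched for abundance, so the shares do not separate enrichment from abundance. The share with a mean ratio under 1 was 23.7% of the enriched miRNAs and 17.1% of the others with FTO3C3 left out (two-sided Fisher's exact test, p = 0.0186), 27.2% and 26.3% with FTO1C1 left out (two-sided Fisher's exact test, p = 0.759), and 32.5% and 27.4% with FTO2D4 left out (two-sided Fisher's exact test, p = 0.122). With the miRNAs called higher by edgeR as the enriched ones, the difference had the opposite direction, at 17.3% against 20.0% (two-sided Fisher's exact test, p = 0.222). The cutoff of 15 RPM was not applied to those 791 miRNAs, so this compares miRNAs selected at unlike levels. As a set in the edgeR fit, the 258 enriched miRNAs were compared with all other tested miRNAs by limma's camera, which gave p = 0.153 with a preset correlation and p = 0.666 with an estimated one. With the preset correlation it gave p = 0.0345 with TMM factors and p = 0.000182 with the totals of S1 Table for the 258 miRNAs, and neither call held with an estimated correlation. Fry, which tests the set against 0 and not against the others, gave p = 0.109 (n = 258 miRNAs). Camera gave the direction as down, whereas the median and mean of the set were above 0 and fry gave up.

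**Figure D2:**
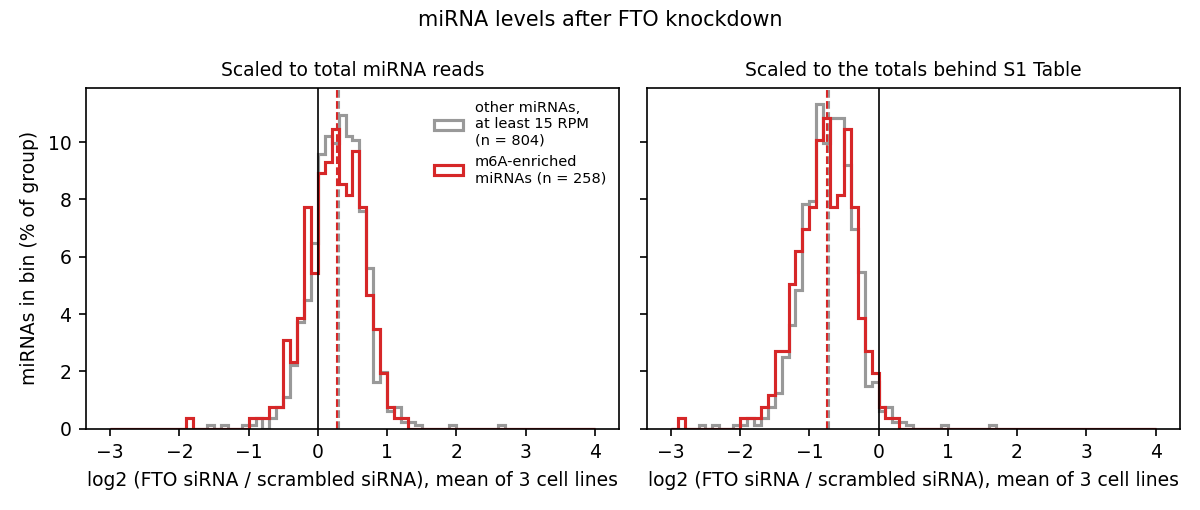
Distribution of log2 ratios of FTO siRNA to scrambled siRNA (mean ratio of 3 cell lines, bins of 0.1) in percent of each group, for 258 m6A-enriched miRNAs (red) and 804 other miRNAs with at least 15 RPM in all 3 scrambled siRNA libraries (grey), a cutoff not applied to the enriched miRNAs, scaled to the total of miRNA reads (left) and to the totals worked back from S1 Table (right). Dashed lines are medians, at 0.27 and 0.30 on the left and at -0.74 and -0.71 on the right, and the solid line marks no change.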

Almost all these miRNAs (222/239 = 92%) were downregulated after *FTO* knockdown (Fig. 4), although in many cases the fold-changes of steady state levels were very small. 

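The log2 ratios after FTO knockdown of the 258 enriched miRNAs ran from -1.82 to 1.27. The lowest value was that of miR-22-3p, and the distribution had a longer tail towards lower values, with a skewness of -0.65. The Shapiro-Wilk statistic of these log2 ratios was 0.976 (p = 0.000254, n = 258 miRNAs). For the ratios without the logarithm it was 0.989 (p = 0.0403, n = 258), and that p was above 0.05 for the 239 miRNAs of S3 Table (p = 0.0744) and without FTO3C3 (p = 0.0638, n = 266), but lower without FTO1C1 (p = 0.000371, n = 290) and without FTO2D4 (p = 0.000256, n = 271).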

The Shapiro-Wilk test shows that the distribution of the fold-changes significantly deviates from a normal distribution (p-value: <10^-8^). There was no significant correlation between fold change enrichment after immunoprecipitation and fold change of steady state levels after *FTO* knockdown (r = -0.047).

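Across the 258 enriched miRNAs, which are not independent replicates, the log2 of the mean m6A to IgG ratio and the log2 of the mean ratio after FTO knockdown had a Pearson r of -0.00818 (permutation test with 100000 resamples, two-sided, p = 0.895) and a Spearman rho of -0.00018 (p = 0.998 by the same test). This was the only pair of measures correlated for this question, so no adjustment was made. Without FTO3C3 the Pearson r was -0.127 (permutation test, p = 0.0382), and without FTO1C1 it was 0.0548. From the lower levels of nearly all potentially methylated miRNAs after knockdown, and from earlier results on NSun2, the paper proposes an effect of methylation on miRNA biogenesis or stability. It adds that matters are less simple, as most primary transcripts tested did not change and many miRNAs rose.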

**Table 1:** miRNAs immunoprecipitated by the anti-m6A antibody.

Names	Fold enrichment	SD
hsa-miR-500a-3p	485.21	464.98
hsa-miR-103a-3p	431.65	260.54
hsa-miR-136–5p	262.50	202.93
hsa-miR-378a-3p	240.31	180.44
hsa-miR-1910–3p	217.40	77.61
hsa-miR-421	205.75	107.11
hsa-miR-28–5p	185.08	160.06
hsa-miR-3681–5p	179.17	54.76
hsa-miR-374b-5p	146.77	97.05
hsa-miR-6806–5p	133.11	32.84
hsa-miR-146b-5p	125.42	62.17
hsa-miR-320a	120.06	11.23
hsa-miR-548e-3p	116.69	68.97
hsa-miR-1255a	107.96	90.27
hsa-miR-4653–5p	107.21	9.94
hsa-miR-4298	102.29	33.42
hsa-miR-4791	100.95	47.98

Seventeen miRNAs with >100 fold enrichment after immunoprecipitation in m6A RNA samples compared to IgG RNA samples are listed. Means and standard deviations of fold enrichments in three independent experiments are given. The complete list of immunoprecipated miRNAs can be found in S3 Table.

**Fig 4:**
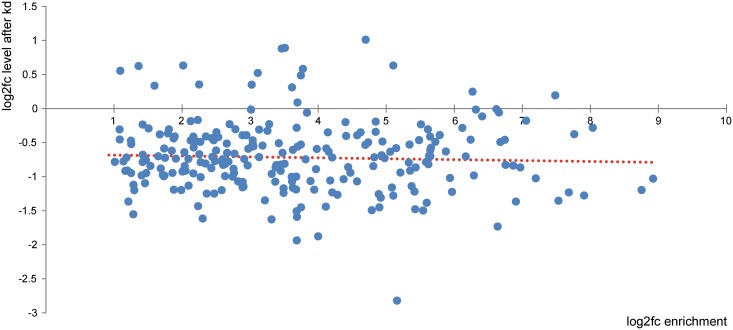
Effect of *FTO* knockdown on the steady state levels of methylated miRNAs. X-axis, log2 fold-changes (log2fc) of enrichment after imuunopreciptation with an anti-m6A antibody; y-axis, log2 fold-changes of steady state miRNA levels after *FTO* knockdown. The values of all 239 methylated miRNAs are shown. The red dotted line is the regression line.

Next we asked whether the immunoprecipitated miRNAs share a common sequence motif for the RNA adenosine methyltransferase in comparison to all 2555 miRNAs of miRBase version 20. Previous studies have shown that m6A occurs in mRNA and lncRNA within a highly conserved consensus sequence identified as RRACH (R = G or A; H = A, C or U) [3,4,28,29]. This sequence was also identified as a target site for methylation of the primary, precursor and mature miR-125b by the tRNA methyltransferase NSun2 [17]. Interestingly, in other classes of RNA, like rRNA, tRNA and snRNA, m6A is not necessarily found within the same consensus motif [30–32]. We found that 119/239 (49.7%) of the miRNAs contained the core RAC motif, whereas among all miRNAs, the numbers were 922/2555 (36.1%). Fisher’s exact test showed that the motif is very significantly enriched in the immunoprecipitated miRNAs (p-value: 5*10^-6^). For the more specific RRACH motif, the numbers were 78/239 (32.6%) vs. 535/2555 (20.9%), p-value 8*10^-6^, with the same conclusion.

For an unbiased search for the best discriminating IUPAC consensus motifs between immunoprecipitated miRNAs and the complementary set, we used two complementary methods: the MoSDi (Motif Search and Discovery) suite [26] and Fisher’s exact test on all IUPAC motifs of reasonable size with multiple testing correction (S4–S9 Tables). Both methods agreed on the results: For length 3, RAH (202/239 = 84.5% vs. 66.7%, Fisher p-value 10^-10^) and YGA (125/239 = 52.3% vs. 36.2%, p-value 10^-7^) together discriminated the immunoprecipitated miRNAs from the others (RAH contains RAC). For length 4, ADRA (133/239 = 55.6% vs. 32.1%, p-value 3*10^-15^) was the most discriminating motif (it overlaps with RAH and YGA). All Fisher p-values remain highly significant even after conservative Bonferroni multiple testing correction. The finding of the methyltransferase consensus sequence in our unbiased search supports the notion that certain miRNAs are methylated. It remains to be determined whether the other motifs are real or whether they reflect a bias of the antibody [33].

## Discussion

In a comprehensive analysis of human miRNAs by RNA immunopreciptation and high-throughput sequencing (RIP-seq) we have obtained evidence for the presence of m6A in miRNAs. The evidence is based (i) on the precipitation of a set of miRNAs with an anti-m6A-antibody and (ii) on the finding that these miRNAs are enriched for the methyltransferase consensus sequence RRACH. Unlike 5-methylcytosine (5mC), which can be identified at base-pair resolution by sodium bisulfite sequencing, a more direct detection of m6A is not possible at present and has to await the development of new sequencing techniques.

We have also found that the steady state level of certain miRNAs is affected by the level of the m6A demethylase FTO. The reason for this is not completely clear. Although our previous microarray studies [18] and the qRT-PCR studies performed here cannot completely exclude subtle changes in the concentration of miRNA processing factors, such changes are unlikely to lead to decreased levels of some miRNAs and increased levels of others.

Yuan et al. have shown that overexpression of the methyltransferase NSun2 inhibits the processing of miR-125b from pre-miR-125b2, but not from pre-miR-125b1. Silencing of NSun2 in cells with higher levels of pre-miR-125b2 than pre-miR-125b1 increased levels of mature miR-125b by ~2.2 fold [17]. In agreement with this finding we have found that the steady state levels of almost all potentially methylated miRNAs are reduced after knockdown of the m6A demethylase FTO. These findings support the notion that methylation affects the biogenesis and/or stability of miRNAs, but the situation is more complex: (i) we did not observe significant changes of the primary transcripts of several miRNAs tested, except for pri-let-7e, and (ii) many miRNAs are upregulated after *FTO* knockdown.

Increased miRNA levels after *FTO* knockdown are difficult to explain. They may result from increased stability of methylated miRNAs, although Yuan et al. have found no evidence for this in the case of miR-125b [17]. Another possibility is that certain miRNAs live longer as a consequence of attenuated gene silencing, caused by methylation of the miRNA [17] or by methylation of the target RNAs (as proposed by Meyer *et al*. [4]). Since many of the upregulated miRNAs are not methylated, the latter possibility may be true. 

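Of the 266 miRNAs whose mean ratio after FTO knockdown was above 1.5, 50 were among the m6A-enriched miRNAs, or 18.8%, and 216 were not. Among the 991 other miRNAs with at least 15 RPM in all 3 libraries of either group, 189 were enriched, or 19.1% (two-sided Fisher's exact test, p = 1). Above 2-fold, 4 of 35 miRNAs were enriched, or 11.4%, against 19.2% of the others (Fisher's exact test, p = 0.38). Of the 17 miRNAs below the inverse of 1.5, 6 were enriched, or 35.3%, against 18.8% of the others (Fisher's exact test, p = 0.112). None of these shares differed from that of the other miRNAs beyond counting error. A miRNA under 100 RPM in an m6A library could not be counted as enriched, so the miRNAs that are not enriched include some too rare to be judged.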

In view of the fact that a miRNA typically targets a multitude of different mRNAs, this possibility is not easy to address experimentally. In any case, altered steady-state levels of miRNAs are likely to have functional consequences.

Single nucleotide polymorphisms in the *FTO* gene are associated with body weight regulation [34–37] and other, non-obese phenotypes [25,38–42]. Since these polymorphisms affect the steady levels of the *FTO* mRNA [43,44], it is likely that altered expression levels of *FTO* account for these associations. In view of the findings reported here it is tempting to speculate that part of the phenotypic effects of genetic variation at this locus is mediated through deregulated miRNAs. In fact, the deregulation of miRNAs has been implicated in obesity and other diseases (see for example [45]).

## Supporting Information

S1 Table List of miRNAs with at least 15 reads per million in all three input samples (FTO1C1, FTO2D4, FTOC3) (n = 876). scr, scrambled siRNA treated cells; kd, FTO knockdown cells.
(PDF) Click here for additional data file.

S2 Table List of deregulated mature miRNAs in *FTO* knockdown cells. We detected 249 miRNAs with significantly increased levels (>1.5-fold change) (a) and 35 miRNAs with significantly decreased levels (b). Means and standard deviations of three compared pairs of scrambled and FTO specific siRNA treated cells are given.
(PDF) Click here for additional data file.

S3 Table List of miRNAs significantly enriched (>2-fold change) in RNA samples immunoprecipitated with anti-me6A antibody compared to those captured by anti-IgG antibody (n = 239). Means of enrichment compared to IgG samples and their standard deviations are shown.
(PDF) Click here for additional data file.

S4 Table List of the 46 motifs (3-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing). (PDF) Click here for additional data file.

S5 Table List of the top 50 motifs (4-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing). (PDF) Click here for additional data file.

S6 Table List of the top 50 motifs (5-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing). (PDF) Click here for additional data file.

S7 Table List of the top 50 motifs (3-mers) found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher’s exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs. (PDF) Click here for additional data file.

S8 Table List of the top 50 motifs (4-mers) found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher’s exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs. (PDF) Click here for additional data file.

S9 Table List of the top 50 motifs found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher’s exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs. (PDF) Click here for additional data file.

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S1 Table — scr, scrambled siRNA treated cells; kd, FTO knockdown cells.

**Supplementary Table 1.**

List of miRNAs with at least 15 reads per million in all three input samples (FTO1C1, FTO2D4, FTOC3) (n=876). scr, scrambled siRNA treated cells; kd, *FTO* knockdown cells.

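S1 Table gives RPM, which were set beside the counts. Over the 111 miRNAs with more than 300 RPM, each library's values corresponded to a total larger than the sum of its miRNA reads. The total worked back from the table was 4211492 in FTO1C1, 3189614 in FTO2D4 and 2634798 in FTO3C3 for scrambled siRNA and 8602775, 9299699 and 9454112 for FTO siRNA. Between 13.6% and 24.4% of these totals in the scrambled siRNA libraries and between 59.0% and 62.8% in the FTO siRNA libraries lie beyond the miRNA counts. A ratio of FTO siRNA to scrambled siRNA is therefore lower by a factor of 0.468, 0.482 and 0.543 in the 3 cell lines when it is taken from S1 Table, or -1.01 on average on the log2 scale, than when it is taken from the miRNA totals.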

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S2 Table — We detected 249 miRNAs with significantly increased levels (>1.5-fold change) (a) and 35 miRNAs with significantly decreased levels (b). Means and standard deviations of three compared pairs of scrambled and FTO specific siRNA treated cells are given.

## Supplementary Table 2.

List of deregulated mature miRNAs in *FTO* knockdown cells. We detected 249 miRNAs with significantly increased levels (>1.5-fold change) (a) and 35 miRNAs with significantly decreased levels (b). 

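The means of S2 Table are means of 3 ratios, each taken within a cell line. All 284 of them lay within 2% of the ratios computed from the counts with the total of miRNA reads as denominator. Of the 249 increased miRNAs of the table, 245 were among the 266 found from the counts. The table holds 34 means above 2 and 4 below 0.5, and its decreased miRNAs reach up to a mean of 0.76.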

Means and standard deviations of three compared pairs of scrambled and *FTO* specific siRNA treated cells are given.

### a. Upregulated miRNAs in *FTO* deficient cells.

|    | Feature          | Mean | SD   |
|----|------------------|------|------|
| 1  | hsa-miR-6505-5p  | 9.83 | 4.61 |
| 2  | hsa-miR-651-5p   | 6.49 | 1.61 |
| 3  | hsa-miR-493-5p   | 3.99 | 0.98 |
| 4  | hsa-miR-6739-3p  | 3.84 | 1.03 |
| 5  | hsa-miR-221-3p   | 2.79 | 0.40 |
| 6  | hsa-miR-4492     | 2.62 | 0.43 |
| 7  | hsa-miR-5589-5p  | 2.62 | 0.51 |
| 8  | hsa-miR-1245b-5p | 2.53 | 0.51 |
| 9  | hsa-miR-6763-5p  | 2.42 | 0.27 |
| 10 | hsa-miR-1246     | 2.41 | 0.49 |
| 11 | hsa-miR-23c      | 2.37 | 0.23 |
| 12 | hsa-miR-4489     | 2.34 | 0.97 |
| 13 | hsa-let-7b-5p    | 2.31 | 0.17 |
| 14 | hsa-miR-6869-5p  | 2.30 | 0.80 |
| 15 | hsa-miR-7161-5p  | 2.29 | 0.98 |
| 16 | hsa-miR-3681-5p  | 2.28 | 0.36 |
| 17 | hsa-miR-1324     | 2.27 | 0.09 |
| 18 | hsa-miR-663a     | 2.18 | 0.50 |
| 19 | hsa-miR-30a-3p   | 2.17 | 0.15 |
| 20 | hsa-miR-6795-3p  | 2.16 | 0.67 |
| 21 | hsa-miR-4664-5p  | 2.15 | 0.69 |
| 22 | hsa-miR-6506-5p  | 2.13 | 0.32 |
| 23 | hsa-miR-1258     | 2.11 | 0.44 |
| 24 | hsa-miR-5787     | 2.11 | 0.32 |
| 25 | hsa-miR-6758-5p  | 2.11 | 0.23 |
| 26 | hsa-miR-127-5p   | 2.10 | 0.67 |
| 27 | hsa-miR-5682     | 2.09 | 0.20 |
| 28 | hsa-miR-6513-3p  | 2.07 | 0.54 |
| 29 | hsa-miR-1257     | 2.04 | 0.25 |
| 30 | hsa-miR-646      | 2.03 | 0.68 |
| 31 | hsa-miR-635      | 2.02 | 0.44 |
| 32 | hsa-miR-302a-5p  | 2.02 | 0.03 |
| 33 | hsa-miR-6090     | 2.02 | 0.47 |

|    |                 |      |      |
|----|-----------------|------|------|
| 34 | hsa-miR-3616-3p | 2.01 | 0.43 |
| 35 | hsa-miR-4502    | 1.99 | 0.38 |
| 36 | hsa-miR-580-3p  | 1.99 | 0.13 |
| 37 | hsa-miR-573     | 1.98 | 0.06 |
| 38 | hsa-miR-4763-3p | 1.98 | 0.18 |
| 39 | hsa-miR-144-3p  | 1.97 | 0.43 |
| 40 | hsa-miR-3609    | 1.97 | 0.24 |
| 41 | hsa-miR-5088-3p | 1.97 | 0.70 |
| 42 | hsa-miR-5089-5p | 1.96 | 0.45 |
| 43 | hsa-miR-924     | 1.95 | 0.38 |
| 44 | hsa-miR-4747-3p | 1.94 | 0.22 |
| 45 | hsa-miR-6088    | 1.93 | 0.45 |
| 46 | hsa-miR-152-3p  | 1.93 | 0.16 |
| 47 | hsa-miR-200b-5p | 1.93 | 0.35 |
| 48 | hsa-miR-4791    | 1.92 | 0.25 |
| 49 | hsa-miR-711     | 1.92 | 0.83 |
| 50 | hsa-miR-4483    | 1.92 | 0.54 |
| 51 | hsa-miR-1182    | 1.92 | 0.73 |
| 52 | hsa-miR-4423-5p | 1.92 | 0.81 |
| 53 | hsa-miR-1275    | 1.92 | 0.41 |
| 54 | hsa-let-7f-2-3p | 1.89 | 0.52 |
| 55 | hsa-miR-8082    | 1.88 | 0.30 |
| 56 | hsa-miR-5089-3p | 1.88 | 0.26 |
| 57 | hsa-miR-1203    | 1.87 | 0.60 |
| 58 | hsa-miR-6791-5p | 1.87 | 0.78 |
| 59 | hsa-miR-668-5p  | 1.86 | 0.70 |
| 60 | hsa-miR-644a    | 1.85 | 0.38 |
| 61 | hsa-miR-506-3p  | 1.85 | 0.23 |
| 62 | hsa-miR-30e-3p  | 1.85 | 0.04 |
| 63 | hsa-miR-382-5p  | 1.85 | 0.80 |
| 64 | hsa-miR-3607-5p | 1.84 | 0.43 |
| 65 | hsa-miR-485-5p  | 1.84 | 0.34 |
| 66 | hsa-miR-4475    | 1.84 | 0.32 |
| 67 | hsa-miR-4731-5p | 1.82 | 0.82 |
| 68 | hsa-miR-3617-3p | 1.82 | 0.47 |
| 69 | hsa-miR-3920    | 1.82 | 0.20 |
| 70 | hsa-miR-1238-5p | 1.81 | 0.56 |
| 71 | hsa-miR-656-5p  | 1.80 | 0.76 |
| 72 | hsa-miR-548f-3p | 1.77 | 0.30 |
| 73 | hsa-miR-4485    | 1.77 | 0.30 |
| 74 | hsa-miR-605-3p  | 1.77 | 0.17 |
| 75 | hsa-miR-8078    | 1.76 | 0.29 |
| 76 | hsa-miR-3195    | 1.76 | 0.38 |
| 77 | hsa-miR-6806-5p | 1.76 | 0.35 |

|     |                  |      |      |
|-----|------------------|------|------|
| 78  | hsa-miR-4517     | 1.75 | 0.12 |
| 79  | hsa-miR-4444     | 1.75 | 0.34 |
| 80  | hsa-miR-3680-3p  | 1.75 | 0.40 |
| 81  | hsa-miR-4677-5p  | 1.75 | 0.28 |
| 82  | hsa-miR-4634     | 1.74 | 0.40 |
| 83  | hsa-miR-19a-5p   | 1.74 | 0.22 |
| 84  | hsa-miR-4256     | 1.74 | 0.13 |
| 85  | hsa-miR-3943     | 1.74 | 0.53 |
| 86  | hsa-miR-4701-5p  | 1.73 | 0.40 |
| 87  | hsa-miR-4521     | 1.73 | 0.43 |
| 88  | hsa-miR-4707-5p  | 1.73 | 0.41 |
| 89  | hsa-miR-6759-5p  | 1.73 | 0.61 |
| 90  | hsa-miR-5579-3p  | 1.72 | 0.30 |
| 91  | hsa-miR-4670-5p  | 1.72 | 0.27 |
| 92  | hsa-miR-5703     | 1.72 | 0.63 |
| 93  | hsa-miR-1266-3p  | 1.72 | 0.23 |
| 94  | hsa-miR-4515     | 1.72 | 0.26 |
| 95  | hsa-miR-4717-3p  | 1.72 | 0.52 |
| 96  | hsa-miR-6125     | 1.72 | 0.45 |
| 97  | hsa-miR-6877-3p  | 1.72 | 0.40 |
| 98  | hsa-miR-6133     | 1.71 | 0.46 |
| 99  | hsa-miR-363-5p   | 1.71 | 0.27 |
| 100 | hsa-miR-4488     | 1.71 | 0.14 |
| 101 | hsa-miR-1261     | 1.70 | 0.10 |
| 102 | hsa-miR-145-3p   | 1.70 | 0.20 |
| 103 | hsa-miR-5195-3p  | 1.70 | 0.43 |
| 104 | hsa-miR-4722-3p  | 1.70 | 0.46 |
| 105 | hsa-miR-1181     | 1.70 | 0.57 |
| 106 | hsa-miR-1237-5p  | 1.70 | 0.35 |
| 107 | hsa-miR-3622b-3p | 1.70 | 0.14 |
| 108 | hsa-miR-6789-5p  | 1.70 | 0.28 |
| 109 | hsa-let-7i-5p    | 1.70 | 0.35 |
| 110 | hsa-miR-337-3p   | 1.69 | 0.37 |
| 111 | hsa-miR-6780b-5p | 1.69 | 0.34 |
| 112 | hsa-miR-566      | 1.69 | 0.23 |
| 113 | hsa-miR-499a-5p  | 1.68 | 0.28 |
| 114 | hsa-miR-3940-5p  | 1.68 | 0.21 |
| 115 | hsa-miR-3192-3p  | 1.68 | 0.61 |
| 116 | hsa-miR-513c-3p  | 1.68 | 0.48 |
| 117 | hsa-miR-4711-3p  | 1.68 | 0.14 |
| 118 | hsa-miR-8069     | 1.68 | 0.48 |
| 119 | hsa-miR-631      | 1.67 | 0.45 |
| 120 | hsa-miR-3942-5p  | 1.67 | 0.31 |
| 121 | hsa-miR-3150b-3p | 1.67 | 0.17 |

|     |                  |      |      |
|-----|------------------|------|------|
| 122 | hsa-miR-3928-5p  | 1.67 | 0.02 |
| 123 | hsa-miR-6792-5p  | 1.66 | 0.34 |
| 124 | hsa-miR-1263     | 1.66 | 0.19 |
| 125 | hsa-miR-587      | 1.66 | 0.20 |
| 126 | hsa-miR-1272     | 1.66 | 0.05 |
| 127 | hsa-miR-6822-5p  | 1.66 | 0.57 |
| 128 | hsa-miR-3960     | 1.66 | 0.43 |
| 129 | hsa-miR-1250-5p  | 1.66 | 0.20 |
| 130 | hsa-miR-8066     | 1.65 | 0.39 |
| 131 | hsa-miR-298      | 1.65 | 0.20 |
| 132 | hsa-miR-136-5p   | 1.65 | 0.32 |
| 133 | hsa-miR-4535     | 1.65 | 0.34 |
| 134 | hsa-miR-30b-3p   | 1.65 | 0.32 |
| 135 | hsa-miR-8058     | 1.64 | 0.06 |
| 136 | hsa-miR-3934-5p  | 1.64 | 0.39 |
| 137 | hsa-miR-6722-3p  | 1.64 | 0.28 |
| 138 | hsa-miR-6836-3p  | 1.64 | 0.11 |
| 139 | hsa-miR-3652     | 1.63 | 0.40 |
| 140 | hsa-miR-653-3p   | 1.63 | 0.29 |
| 141 | hsa-miR-3682-3p  | 1.63 | 0.20 |
| 142 | hsa-miR-5694     | 1.63 | 0.26 |
| 143 | hsa-miR-3944-3p  | 1.63 | 0.17 |
| 144 | hsa-miR-4999-5p  | 1.63 | 0.24 |
| 145 | hsa-miR-431-3p   | 1.63 | 0.42 |
| 146 | hsa-miR-6503-5p  | 1.63 | 0.52 |
| 147 | hsa-miR-4745-3p  | 1.62 | 0.38 |
| 148 | hsa-miR-4699-3p  | 1.62 | 0.24 |
| 149 | hsa-miR-3662     | 1.62 | 0.05 |
| 150 | hsa-miR-4652-5p  | 1.62 | 0.45 |
| 151 | hsa-miR-26b-5p   | 1.62 | 0.32 |
| 152 | hsa-miR-5001-5p  | 1.62 | 0.39 |
| 153 | hsa-miR-6719-3p  | 1.62 | 0.23 |
| 154 | hsa-miR-29b-2-5p | 1.62 | 0.34 |
| 155 | hsa-miR-4417     | 1.61 | 0.25 |
| 156 | hsa-miR-5685     | 1.61 | 0.17 |
| 157 | hsa-miR-521      | 1.61 | 0.50 |
| 158 | hsa-miR-137      | 1.61 | 0.27 |
| 159 | hsa-miR-1908-3p  | 1.61 | 0.36 |
| 160 | hsa-miR-6863     | 1.61 | 0.23 |
| 161 | hsa-miR-6827-5p  | 1.60 | 0.41 |
| 162 | hsa-miR-3614-5p  | 1.60 | 0.16 |
| 163 | hsa-miR-3182     | 1.60 | 0.10 |
| 164 | hsa-miR-4729     | 1.60 | 0.39 |
| 165 | hsa-miR-6726-3p  | 1.60 | 0.14 |

|     |                  |      |      |
|-----|------------------|------|------|
| 166 | hsa-miR-508-5p   | 1.60 | 0.35 |
| 167 | hsa-miR-4504     | 1.59 | 0.40 |
| 168 | hsa-miR-4792     | 1.59 | 0.13 |
| 169 | hsa-miR-3163     | 1.59 | 0.36 |
| 170 | hsa-miR-4667-5p  | 1.59 | 0.34 |
| 171 | hsa-miR-1184     | 1.59 | 0.52 |
| 172 | hsa-miR-6823-5p  | 1.58 | 0.29 |
| 173 | hsa-miR-197-5p   | 1.58 | 0.28 |
| 174 | hsa-miR-6793-5p  | 1.58 | 0.18 |
| 175 | hsa-miR-98-3p    | 1.58 | 0.10 |
| 176 | hsa-miR-4747-5p  | 1.58 | 0.40 |
| 177 | hsa-miR-567      | 1.58 | 0.14 |
| 178 | hsa-miR-6089     | 1.57 | 0.07 |
| 179 | hsa-miR-4778-5p  | 1.57 | 0.41 |
| 180 | hsa-miR-499b-5p  | 1.57 | 0.47 |
| 181 | hsa-miR-1256     | 1.57 | 0.14 |
| 182 | hsa-miR-4711-5p  | 1.57 | 0.16 |
| 183 | hsa-miR-6739-5p  | 1.57 | 0.47 |
| 184 | hsa-miR-8072     | 1.57 | 0.13 |
| 185 | hsa-miR-7704     | 1.56 | 0.26 |
| 186 | hsa-miR-4497     | 1.56 | 0.16 |
| 187 | hsa-miR-6761-5p  | 1.56 | 0.32 |
| 188 | hsa-miR-4737     | 1.56 | 0.17 |
| 189 | hsa-miR-2115-3p  | 1.55 | 0.12 |
| 190 | hsa-miR-1910-3p  | 1.55 | 0.13 |
| 191 | hsa-miR-4281     | 1.55 | 0.18 |
| 192 | hsa-miR-601      | 1.55 | 0.40 |
| 193 | hsa-miR-606      | 1.55 | 0.18 |
| 194 | hsa-miR-3131     | 1.55 | 0.41 |
| 195 | hsa-miR-4734     | 1.55 | 0.35 |
| 196 | hsa-miR-4766-5p  | 1.55 | 0.11 |
| 197 | hsa-miR-4420     | 1.55 | 0.27 |
| 198 | hsa-miR-3196     | 1.55 | 0.26 |
| 199 | hsa-miR-4718     | 1.55 | 0.24 |
| 200 | hsa-miR-4524a-3p | 1.55 | 0.37 |
| 201 | hsa-miR-4767     | 1.55 | 0.33 |
| 202 | hsa-miR-4650-3p  | 1.55 | 0.32 |
| 203 | hsa-miR-4739     | 1.55 | 0.34 |
| 204 | hsa-miR-4503     | 1.55 | 0.11 |
| 205 | hsa-miR-6132     | 1.55 | 0.27 |
| 206 | hsa-miR-6845-3p  | 1.54 | 0.35 |
| 207 | hsa-miR-6079     | 1.54 | 0.06 |
| 208 | hsa-miR-8073     | 1.54 | 0.21 |
| 209 | hsa-miR-1289     | 1.54 | 0.28 |

|     |                  |      |      |
|-----|------------------|------|------|
| 210 | hsa-miR-3137     | 1.54 | 0.09 |
| 211 | hsa-miR-6816-3p  | 1.54 | 0.36 |
| 212 | hsa-miR-203b-3p  | 1.54 | 0.22 |
| 213 | hsa-miR-4292     | 1.54 | 0.43 |
| 214 | hsa-miR-6729-5p  | 1.54 | 0.20 |
| 215 | hsa-miR-6499-3p  | 1.54 | 0.10 |
| 216 | hsa-miR-6869-3p  | 1.54 | 0.35 |
| 217 | hsa-miR-5707     | 1.53 | 0.34 |
| 218 | hsa-miR-7703     | 1.53 | 0.03 |
| 219 | hsa-miR-541-5p   | 1.53 | 0.45 |
| 220 | hsa-miR-6790-3p  | 1.53 | 0.06 |
| 221 | hsa-miR-200c-3p  | 1.52 | 0.22 |
| 222 | hsa-miR-410-5p   | 1.52 | 0.28 |
| 223 | hsa-miR-7705     | 1.52 | 0.16 |
| 224 | hsa-miR-5004-3p  | 1.52 | 0.29 |
| 225 | hsa-miR-7974     | 1.52 | 0.17 |
| 226 | hsa-miR-3651     | 1.52 | 0.30 |
| 227 | hsa-miR-6788-5p  | 1.52 | 0.38 |
| 228 | hsa-miR-6515-5p  | 1.52 | 0.34 |
| 229 | hsa-miR-372-3p   | 1.52 | 0.18 |
| 230 | hsa-miR-6876-3p  | 1.52 | 0.35 |
| 231 | hsa-miR-1343-5p  | 1.52 | 0.36 |
| 232 | hsa-miR-1231     | 1.52 | 0.22 |
| 233 | hsa-miR-4524b-3p | 1.52 | 0.49 |
| 234 | hsa-miR-762      | 1.52 | 0.22 |
| 235 | hsa-miR-3692-3p  | 1.52 | 0.15 |
| 236 | hsa-miR-3923     | 1.52 | 0.14 |
| 237 | hsa-miR-33b-3p   | 1.52 | 0.33 |
| 238 | hsa-miR-3145-3p  | 1.51 | 0.35 |
| 239 | hsa-miR-643      | 1.51 | 0.16 |
| 240 | hsa-miR-3620-5p  | 1.51 | 0.33 |
| 241 | hsa-miR-6878-5p  | 1.51 | 0.28 |
| 242 | hsa-miR-559      | 1.51 | 0.22 |
| 243 | hsa-miR-3613-5p  | 1.50 | 0.19 |
| 244 | hsa-miR-4467     | 1.50 | 0.30 |
| 245 | hsa-miR-7977     | 1.50 | 0.18 |
| 246 | hsa-miR-7846-3p  | 1.50 | 0.13 |
| 247 | hsa-miR-6501-3p  | 1.50 | 0.32 |
| 248 | hsa-miR-4533     | 1.50 | 0.30 |
| 249 | hsa-miR-624-5p   | 1.50 | 0.32 |

**b. Downregulated miRNAs in *FTO* deficient cells.**

|    | Feature          | Mean | SD   |
|----|------------------|------|------|
| 1  | hsa-miR-22-3p    | 0.28 | 0.02 |
| 2  | hsa-miR-196a-5p  | 0.35 | 0.06 |
| 3  | hsa-miR-7-5p     | 0.40 | 0.23 |
| 4  | hsa-miR-769-5p   | 0.49 | 0.07 |
| 5  | hsa-miR-92a-1-5p | 0.52 | 0.17 |
| 6  | hsa-miR-671-5p   | 0.55 | 0.15 |
| 7  | hsa-miR-6769a-3p | 0.56 | 0.28 |
| 8  | hsa-miR-27b-3p   | 0.56 | 0.07 |
| 9  | hsa-miR-215-5p   | 0.61 | 0.07 |
| 10 | hsa-miR-1180-3p  | 0.63 | 0.07 |
| 11 | hsa-miR-576-5p   | 0.63 | 0.02 |
| 12 | hsa-miR-28-3p    | 0.65 | 0.03 |
| 13 | hsa-miR-25-3p    | 0.66 | 0.04 |
| 14 | hsa-miR-449c-5p  | 0.66 | 0.05 |
| 15 | hsa-miR-641      | 0.67 | 0.03 |
| 16 | hsa-miR-330-3p   | 0.67 | 0.06 |
| 17 | hsa-miR-1286     | 0.68 | 0.07 |
| 18 | hsa-miR-561-5p   | 0.69 | 0.11 |
| 19 | hsa-miR-9-5p     | 0.69 | 0.11 |
| 20 | hsa-miR-218-5p   | 0.69 | 0.12 |
| 21 | hsa-miR-195-5p   | 0.70 | 0.11 |
| 22 | hsa-miR-148a-5p  | 0.71 | 0.10 |
| 23 | hsa-miR-16-5p    | 0.71 | 0.04 |
| 24 | hsa-miR-31-5p    | 0.71 | 0.08 |
| 25 | hsa-miR-1910-5p  | 0.72 | 0.17 |
| 26 | hsa-miR-3176     | 0.72 | 0.12 |
| 27 | hsa-miR-4661-3p  | 0.73 | 0.19 |
| 28 | hsa-miR-877-5p   | 0.73 | 0.01 |
| 29 | hsa-miR-148b-5p  | 0.73 | 0.10 |
| 30 | hsa-miR-423-5p   | 0.74 | 0.04 |
| 31 | hsa-miR-941      | 0.74 | 0.03 |
| 32 | hsa-miR-181b-5p  | 0.74 | 0.11 |
| 33 | hsa-miR-548b-5p  | 0.75 | 0.08 |
| 34 | hsa-miR-30e-5p   | 0.75 | 0.19 |
| 35 | hsa-miR-21-5p    | 0.76 | 0.18 |

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S3 Table — Means of enrichment compared to IgG samples and their standard deviations are shown.

**Supplementary Table 3.** List of miRNAs significantly enriched (>2-fold change) in RNA samples immunoprecipitated with anti-me6A antibody compared to those captured by anti-IgG antibody (n=239). Means of enrichment compared to IgG samples and their standard deviations are shown.

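All 239 means of S3 Table lay within 2% of the ratios of m6A to IgG RPM computed from the counts, with an IgG count of 0 set to 1. For 7 of them at least 1 IgG library had a count of 0. The 258 miRNAs found from the counts included all 239 of the table and 19 others, whose mean ratios ran from 2.22 to 36.7. Of the 239 miRNAs, 123 have a printed mean above 10.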

|    | feature         | mean   | SD     |
|----|-----------------|--------|--------|
| 1  | hsa-miR-500a-3p | 485.21 | 464.98 |
| 2  | hsa-miR-103a-3p | 431.65 | 260.54 |
| 3  | hsa-miR-136-5p  | 262.50 | 202.93 |
| 4  | hsa-miR-378a-3p | 240.31 | 180.44 |
| 5  | hsa-miR-1910-3p | 217.40 | 77.61  |
| 6  | hsa-miR-421     | 205.75 | 107.11 |
| 7  | hsa-miR-28-5p   | 185.08 | 160.06 |
| 8  | hsa-miR-3681-5p | 179.17 | 54.76  |
| 9  | hsa-miR-374b-5p | 146.77 | 97.05  |
| 10 | hsa-miR-6806-5p | 133.11 | 32.84  |
| 11 | hsa-miR-146b-5p | 125.42 | 62.17  |
| 12 | hsa-miR-320a    | 120.06 | 11.23  |
| 13 | hsa-miR-548e-3p | 116.69 | 68.97  |
| 14 | hsa-miR-1255a   | 107.96 | 90.27  |
| 15 | hsa-miR-4653-5p | 107.21 | 9.94   |
| 16 | hsa-miR-4298    | 102.29 | 33.42  |
| 17 | hsa-miR-4791    | 100.95 | 47.98  |
| 18 | hsa-miR-215-5p  | 99.50  | 73.15  |
| 19 | hsa-miR-4502    | 98.28  | 25.63  |
| 20 | hsa-miR-485-5p  | 85.04  | 15.14  |
| 21 | hsa-miR-580-3p  | 79.82  | 22.63  |
| 22 | hsa-miR-10a-5p  | 78.13  | 45.89  |
| 23 | hsa-miR-1246    | 77.06  | 43.85  |
| 24 | hsa-miR-3672    | 75.69  | 72.69  |
| 25 | hsa-miR-3613-3p | 71.96  | 40.91  |
| 26 | hsa-miR-4535    | 69.55  | 25.04  |
| 27 | hsa-miR-191-5p  | 62.58  | 11.94  |
| 28 | hsa-miR-10b-5p  | 61.22  | 21.15  |
| 29 | hsa-miR-1322    | 58.82  | 24.90  |
| 30 | hsa-miR-7703    | 55.20  | 11.13  |
| 31 | hsa-miR-4648    | 52.81  | 22.87  |
| 32 | hsa-miR-3688-5p | 50.45  | 44.18  |
| 33 | hsa-miR-183-5p  | 50.18  | 30.53  |
| 34 | hsa-miR-7153-5p | 50.14  | 19.35  |
| 35 | hsa-miR-559     | 50.09  | 15.98  |

|    |                  |       |       |
|----|------------------|-------|-------|
| 36 | hsa-miR-377-3p   | 49.57 | 18.77 |
| 37 | hsa-let-7f-5p    | 49.18 | 10.12 |
| 38 | hsa-miR-3662     | 48.97 | 29.93 |
| 39 | hsa-miR-628-5p   | 48.36 | 15.88 |
| 40 | hsa-miR-200b-3p  | 48.06 | 35.28 |
| 41 | hsa-miR-31-5p    | 46.62 | 27.05 |
| 42 | hsa-miR-1261     | 45.62 | 12.76 |
| 43 | hsa-miR-1914-5p  | 44.73 | 26.93 |
| 44 | hsa-miR-223-3p   | 43.20 | 23.00 |
| 45 | hsa-miR-3176     | 42.97 | 23.68 |
| 46 | hsa-miR-199b-5p  | 42.71 | 32.42 |
| 47 | hsa-miR-612      | 41.48 | 24.97 |
| 48 | hsa-miR-4668-5p  | 40.85 | 10.11 |
| 49 | hsa-miR-4527     | 40.62 | 21.86 |
| 50 | hsa-miR-888-5p   | 40.24 | 37.99 |
| 51 | hsa-miR-3128     | 37.03 | 18.24 |
| 52 | hsa-miR-22-3p    | 35.74 | 3.76  |
| 53 | hsa-miR-1468-3p  | 35.41 | 10.74 |
| 54 | hsa-miR-4524a-3p | 34.40 | 6.91  |
| 55 | hsa-miR-151a-3p  | 34.39 | 24.73 |
| 56 | hsa-miR-130b-3p  | 33.92 | 14.70 |
| 57 | hsa-let-7g-5p    | 33.36 | 16.17 |
| 58 | hsa-miR-5688     | 31.50 | 1.40  |
| 59 | hsa-miR-4468     | 30.80 | 20.43 |
| 60 | hsa-miR-539-3p   | 30.57 | 18.32 |
| 61 | hsa-miR-222-3p   | 30.29 | 15.51 |
| 62 | hsa-miR-877-5p   | 29.87 | 14.31 |
| 63 | hsa-miR-423-3p   | 29.64 | 13.29 |
| 64 | hsa-miR-605-3p   | 28.77 | 7.50  |
| 65 | hsa-miR-4778-5p  | 28.75 | 9.53  |
| 66 | hsa-miR-708-5p   | 28.38 | 16.10 |
| 67 | hsa-miR-501-3p   | 28.05 | 7.12  |
| 68 | hsa-miR-16-5p    | 27.63 | 17.75 |
| 69 | hsa-miR-6730-3p  | 26.63 | 8.86  |
| 70 | hsa-miR-3616-3p  | 25.98 | 19.64 |
| 71 | hsa-miR-4429     | 25.87 | 13.99 |
| 72 | hsa-miR-567      | 24.65 | 19.31 |
| 73 | hsa-miR-6788-5p  | 23.81 | 14.53 |
| 74 | hsa-let-7a-5p    | 23.77 | 6.71  |
| 75 | hsa-miR-181a-5p  | 22.24 | 12.79 |
| 76 | hsa-miR-363-3p   | 21.72 | 16.88 |

|     |                   |       |       |
|-----|-------------------|-------|-------|
| 77  | hsa-miR-7974      | 21.29 | 6.33  |
| 78  | hsa-miR-4517      | 21.13 | 1.72  |
| 79  | hsa-let-7e-5p     | 20.74 | 4.93  |
| 80  | hsa-miR-5190      | 19.48 | 7.43  |
| 81  | hsa-miR-340-5p    | 18.49 | 14.42 |
| 82  | hsa-miR-942-3p    | 18.47 | 5.35  |
| 83  | hsa-miR-577       | 18.09 | 4.84  |
| 84  | hsa-miR-3175      | 17.81 | 6.36  |
| 85  | hsa-miR-4711-5p   | 17.68 | 6.61  |
| 86  | hsa-miR-5683      | 17.39 | 3.69  |
| 87  | hsa-miR-181b-5p   | 17.31 | 9.31  |
| 88  | hsa-miR-671-5p    | 16.00 | 8.37  |
| 89  | hsa-miR-1273e     | 15.80 | 10.21 |
| 90  | hsa-miR-7151-3p   | 15.65 | 1.90  |
| 91  | hsa-miR-26a-5p    | 15.38 | 0.89  |
| 92  | hsa-miR-4530      | 14.81 | 6.46  |
| 93  | hsa-miR-152-3p    | 14.29 | 2.34  |
| 94  | hsa-miR-4454      | 14.09 | 4.33  |
| 95  | hsa-miR-3173-3p   | 13.69 | 7.87  |
| 96  | hsa-miR-423-5p    | 13.44 | 3.87  |
| 97  | hsa-miR-519e-5p   | 13.43 | 7.56  |
| 98  | hsa-miR-765       | 13.42 | 3.96  |
| 99  | hsa-miR-3605-5p   | 13.00 | 1.64  |
| 100 | hsa-miR-1258      | 12.96 | 1.40  |
| 101 | hsa-miR-641       | 12.90 | 6.17  |
| 102 | hsa-miR-4755-3p   | 12.87 | 7.78  |
| 103 | hsa-miR-431-5p    | 12.86 | 5.49  |
| 104 | hsa-miR-148a-5p   | 12.85 | 10.30 |
| 105 | hsa-miR-600       | 12.80 | 5.91  |
| 106 | hsa-miR-125b-2-3p | 12.78 | 9.07  |
| 107 | hsa-miR-3649      | 12.38 | 7.89  |
| 108 | hsa-miR-182-5p    | 12.37 | 4.86  |
| 109 | hsa-miR-744-5p    | 12.27 | 1.56  |
| 110 | hsa-miR-3119      | 12.27 | 3.07  |
| 111 | hsa-miR-27b-5p    | 12.22 | 5.95  |
| 112 | hsa-miR-506-3p    | 11.42 | 5.69  |
| 113 | hsa-miR-3945      | 11.36 | 8.09  |
| 114 | hsa-miR-550a-5p   | 11.26 | 2.66  |
| 115 | hsa-miR-192-5p    | 11.25 | 4.57  |
| 116 | hsa-miR-1185-1-3p | 11.14 | 8.01  |
| 117 | hsa-miR-6891-5p   | 11.04 | 1.54  |

|     |                 |       |      |
|-----|-----------------|-------|------|
| 118 | hsa-miR-7848-3p | 10.95 | 3.61 |
| 119 | hsa-miR-938     | 10.93 | 0.11 |
| 120 | hsa-miR-576-3p  | 10.71 | 1.98 |
| 121 | hsa-miR-6797-5p | 10.44 | 3.00 |
| 122 | hsa-miR-1277-3p | 10.37 | 6.07 |
| 123 | hsa-miR-130a-3p | 10.33 | 2.42 |
| 124 | hsa-miR-4753-5p | 9.97  | 4.81 |
| 125 | hsa-miR-28-3p   | 9.95  | 2.23 |
| 126 | hsa-miR-3646    | 9.71  | 3.27 |
| 127 | hsa-miR-3614-5p | 9.56  | 2.73 |
| 128 | hsa-miR-30a-5p  | 9.31  | 5.95 |
| 129 | hsa-miR-6734-3p | 9.09  | 5.50 |
| 130 | hsa-miR-5694    | 8.78  | 5.46 |
| 131 | hsa-miR-4484    | 8.77  | 1.69 |
| 132 | hsa-miR-4713-3p | 8.66  | 6.60 |
| 133 | hsa-miR-802     | 8.28  | 5.03 |
| 134 | hsa-miR-4750-5p | 8.23  | 2.07 |
| 135 | hsa-miR-371b-5p | 8.22  | 2.23 |
| 136 | hsa-miR-4754    | 8.14  | 2.43 |
| 137 | hsa-miR-6835-3p | 8.13  | 5.24 |
| 138 | hsa-miR-5089-5p | 8.07  | 0.21 |
| 139 | hsa-miR-6855-5p | 7.86  | 3.06 |
| 140 | hsa-miR-1197    | 7.80  | 3.04 |
| 141 | hsa-miR-6132    | 7.71  | 3.87 |
| 142 | hsa-miR-6784-3p | 7.54  | 5.37 |
| 143 | hsa-miR-30d-5p  | 7.49  | 0.78 |
| 144 | hsa-miR-484     | 7.42  | 0.23 |
| 145 | hsa-miR-372-3p  | 7.41  | 2.36 |
| 146 | hsa-miR-221-5p  | 7.41  | 1.06 |
| 147 | hsa-miR-4788    | 7.08  | 3.38 |
| 148 | hsa-miR-3682-3p | 6.89  | 5.00 |
| 149 | hsa-miR-2681-3p | 6.83  | 4.01 |
| 150 | hsa-miR-6722-5p | 6.79  | 2.45 |
| 151 | hsa-miR-4459    | 6.76  | 3.56 |
| 152 | hsa-miR-181c-3p | 6.69  | 4.07 |
| 153 | hsa-miR-3943    | 6.50  | 2.58 |
| 154 | hsa-miR-1912    | 6.42  | 1.62 |
| 155 | hsa-miR-1306-3p | 6.33  | 2.22 |
| 156 | hsa-miR-6772-5p | 6.31  | 4.49 |
| 157 | hsa-miR-1266-5p | 6.20  | 1.57 |
| 158 | hsa-miR-6720-5p | 6.20  | 3.37 |

|     |                  |      |      |
|-----|------------------|------|------|
| 159 | hsa-miR-4746-5p  | 6.08 | 3.60 |
| 160 | hsa-miR-7-2-3p   | 6.05 | 1.94 |
| 161 | hsa-miR-541-3p   | 5.99 | 2.25 |
| 162 | hsa-miR-6798-5p  | 5.97 | 1.90 |
| 163 | hsa-miR-6840-3p  | 5.79 | 4.47 |
| 164 | hsa-miR-4695-3p  | 5.68 | 2.31 |
| 165 | hsa-miR-6743-5p  | 5.66 | 1.36 |
| 166 | hsa-miR-409-5p   | 5.59 | 4.33 |
| 167 | hsa-miR-4700-5p  | 5.56 | 2.45 |
| 168 | hsa-miR-3161     | 5.53 | 2.31 |
| 169 | hsa-miR-5196-3p  | 5.44 | 1.36 |
| 170 | hsa-miR-5010-5p  | 5.42 | 3.40 |
| 171 | hsa-miR-7702     | 5.39 | 2.73 |
| 172 | hsa-miR-3121-3p  | 5.14 | 2.93 |
| 173 | hsa-miR-7977     | 5.10 | 1.29 |
| 174 | hsa-miR-4786-5p  | 5.08 | 2.33 |
| 175 | hsa-miR-25-3p    | 4.94 | 2.32 |
| 176 | hsa-miR-361-5p   | 4.84 | 2.21 |
| 177 | hsa-miR-6854-5p  | 4.84 | 2.58 |
| 178 | hsa-miR-937-3p   | 4.82 | 0.74 |
| 179 | hsa-miR-4516     | 4.77 | 1.29 |
| 180 | hsa-miR-3691-5p  | 4.76 | 1.57 |
| 181 | hsa-miR-30e-5p   | 4.71 | 1.90 |
| 182 | hsa-miR-1238-5p  | 4.69 | 1.48 |
| 183 | hsa-miR-3611     | 4.60 | 0.37 |
| 184 | hsa-miR-381-5p   | 4.50 | 2.03 |
| 185 | hsa-miR-370-3p   | 4.49 | 0.46 |
| 186 | hsa-miR-410-5p   | 4.49 | 1.29 |
| 187 | hsa-miR-128-1-5p | 4.37 | 0.45 |
| 188 | hsa-miR-8078     | 4.37 | 0.73 |
| 189 | hsa-miR-425-5p   | 4.28 | 0.92 |
| 190 | hsa-miR-6868-5p  | 4.27 | 2.18 |
| 191 | hsa-miR-4461     | 4.15 | 2.24 |
| 192 | hsa-miR-1909-3p  | 4.11 | 2.15 |
| 193 | hsa-miR-640      | 4.11 | 1.72 |
| 194 | hsa-miR-3914     | 4.10 | 0.22 |
| 195 | hsa-miR-3196     | 4.05 | 1.49 |
| 196 | hsa-miR-92a-3p   | 4.02 | 2.03 |
| 197 | hsa-miR-186-5p   | 3.97 | 1.14 |
| 198 | hsa-miR-3690     | 3.76 | 0.46 |
| 199 | hsa-miR-762      | 3.71 | 0.80 |

|     |                 |      |      |
|-----|-----------------|------|------|
| 200 | hsa-miR-542-3p  | 3.68 | 0.78 |
| 201 | hsa-miR-3200-5p | 3.67 | 0.31 |
| 202 | hsa-miR-9-3p    | 3.63 | 2.38 |
| 203 | hsa-miR-922     | 3.61 | 0.49 |
| 204 | hsa-miR-3944-3p | 3.50 | 1.30 |
| 205 | hsa-miR-6739-5p | 3.46 | 0.40 |
| 206 | hsa-miR-1249    | 3.37 | 0.96 |
| 207 | hsa-miR-3122    | 3.34 | 0.37 |
| 208 | hsa-miR-181c-5p | 3.34 | 0.54 |
| 209 | hsa-miR-6086    | 3.33 | 0.64 |
| 210 | hsa-miR-891a-5p | 3.29 | 1.07 |
| 211 | hsa-miR-6826-5p | 3.22 | 1.74 |
| 212 | hsa-miR-6079    | 3.19 | 1.22 |
| 213 | hsa-miR-1243    | 3.14 | 1.59 |
| 214 | hsa-miR-7107-5p | 3.02 | 1.05 |
| 215 | hsa-miR-4798-5p | 2.90 | 0.97 |
| 216 | hsa-miR-8058    | 2.85 | 0.31 |
| 217 | hsa-miR-761     | 2.78 | 1.67 |
| 218 | hsa-miR-6757-5p | 2.77 | 1.53 |
| 219 | hsa-miR-6839-5p | 2.74 | 0.59 |
| 220 | hsa-miR-5197-3p | 2.68 | 0.80 |
| 221 | hsa-miR-1253    | 2.68 | 0.37 |
| 222 | hsa-miR-4515    | 2.68 | 1.11 |
| 223 | hsa-miR-3147    | 2.65 | 1.55 |
| 224 | hsa-miR-6816-3p | 2.57 | 0.65 |
| 225 | hsa-miR-130b-5p | 2.46 | 0.28 |
| 226 | hsa-miR-128-3p  | 2.44 | 0.93 |
| 227 | hsa-miR-1286    | 2.43 | 0.89 |
| 228 | hsa-miR-3181    | 2.38 | 1.09 |
| 229 | hsa-miR-7847-3p | 2.38 | 0.88 |
| 230 | hsa-miR-1273c   | 2.38 | 0.61 |
| 231 | hsa-miR-92b-3p  | 2.32 | 0.61 |
| 232 | hsa-miR-769-3p  | 2.29 | 0.60 |
| 233 | hsa-miR-6809-5p | 2.27 | 0.48 |
| 234 | hsa-miR-143-3p  | 2.24 | 1.24 |
| 235 | hsa-miR-5693    | 2.20 | 0.54 |
| 236 | hsa-miR-6124    | 2.13 | 0.47 |
| 237 | hsa-miR-219b-3p | 2.12 | 0.63 |
| 238 | hsa-miR-26b-5p  | 2.12 | 0.29 |
| 239 | hsa-miR-7161-3p | 2.02 | 0.56 |

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S4 Table

**Supplementary Table 4.**

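The MoSDi tables compare the immunoprecipitated miRNAs with a model of the sequence composition of the remaining miRNAs. A motif is written in IUPAC letters, in which a letter such as R stands for A or G and H for any base but G, so that short motifs overlap and many entries describe the same sites. A motif ranks high when more immunoprecipitated miRNAs contain it than the background model predicts. The mature sequences were not used here, so the shares of miRNAs with each motif were not analysed here.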

List of the 46 motifs (3-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing).

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S5 Table

**Supplementary Table 5.**

List of the top 50 motifs (4-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing).

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S6 Table

**Supplementary Table 6.**

List of the top 50 motifs (5-mers) found to be significantly overrepresented in the immunoprecipitated miRNAs in comparison to the remaining miRNAs, as reported by MoSDi, sorted by score (decreasing).

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S7 Table

**Supplementary Table 7.**

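The tables made with Fisher's exact test use no model of sequence composition. Each motif is judged from the numbers of miRNAs with and without it among the immunoprecipitated and among the remaining miRNAs of miRBase. The remaining miRNAs include those that were not detected in these cells, which could not have been precipitated.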

List of the top 50 motifs (3-mers) found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher's exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs.

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S8 Table

**Supplementary Table 8.**

List of the top 50 motifs (4-mers) found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher's exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs.

# Supplementary material for: N6-Adenosine Methylation in MiRNAs
**Source:** PLoS One. 2015 Feb 27;10(2):e0118438. doi: 10.1371/journal.pone.0118438
**Supplement:** S9 Table

**Supplementary Table 9.**

List of the top 50 motifs found to be discriminating between immunoprecipitated miRNAs and remaining miRNAs by Fisher's exact test on the number of sequences with and without the motif in immunoprecipitated and remaining miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

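Small RNA libraries of the Flp-In 293 T-Rex cell derivatives FTO1C1, FTO2D4 and FTO3C3 were used: 3 with scrambled siRNA, 3 with FTO siRNA, and, from untreated cells, 3 m6A precipitates, 3 IgG precipitates and 3 inputs. The authors deposited counts of reads per mature miRNA, without normalization, for 2418 miRNAs in the knockdown and 2189 in the RIP-seq libraries, 2183 of them shared. According to the Methods, the authors trimmed adapters with cutadapt (4 bp overlap, 20% error), kept reads of 16 to 28 bp and matched them to miRBase release 20 with exact matches of at least 7 bases covering at least 17. Entries of identical sequence were collapsed, which left 7 joined names in the knockdown and 4 in the RIP-seq counts. The siRNA sequences were part of the authors' reference, and reads on them were not analysed here. The lowest total over the libraries of a miRNA was 22 reads in the knockdown and 82 in the RIP-seq counts, so no miRNA with fewer reads is listed.

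From these counts, RPM of the total miRNA reads were computed, with no further scaling, after the Methods of the paper. The rules for expressed, increased, decreased and enriched miRNAs followed the paper. For enriched miRNAs, the cutoff of 100 RPM was applied to all 3 m6A libraries and an IgG count of 0 was set to 3 reads, which are choices made here, whereas the values of S3 Table match a count of 0 set to 1. Differences were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, filterByExpr with a minimum count of 10, library sizes equal to the total miRNA reads, the cell line as a block) and adjusted by the Benjamini-Hochberg method at 0.05. The enriched miRNAs were tested as a set with camera and fry of limma, shares with two-sided Fisher's exact tests, normality with the Shapiro-Wilk test, and correlations by permutation with 100000 resamples. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

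The cell line pairs the libraries, since libraries of the same name come from the same clone. The deviations of paired scrambled and FTO siRNA libraries from their group means correlated at 0.331, 0.227 and 0.294, those of m6A and IgG libraries at 0.045, 0.060 and 0.121, and those of m6A and input libraries at -0.0197, -0.0455 and -0.105. Libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom between 7.89 and 169.6, so none was counted as a copy of another.

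The test was checked on simulated counts made from the means, totals and dispersions of each comparison, with 200 changed miRNAs in 5 simulations. At a 3-fold change it recovered 95.2% of the changed miRNAs in the knockdown (2418 miRNAs simulated), 55.4% for m6A against IgG (2189) and 75.2% for m6A against input (2189), with 5.56%, 3.65% and 3.34% false calls. A first single simulation at 3-fold had shown low recovery and many false calls for m6A against IgG, after which the totals of the real libraries were used, 5 simulations were drawn and a 4-fold change was added. At 4-fold it recovered 97.0%, 81.9% and 92.4%, with 4.62%, 4.43% and 3.85% false calls. These simulations kept the totals of the real libraries. When the totals were summed from the simulated counts, false calls at 4-fold rose to 6.82%, 5.45% and 15.6%, because large changes then alter the scale.

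The tests, the rules, the comparisons, the rule for named miRNAs and most alternatives were set before the data were examined. The named miRNAs are every miRNA the paper names in its text, Table 1 and Fig. 2, whose values in the paper's tables had been seen, and, in each comparison, the 5 with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05 and the same direction in all 3 cell lines. The alternatives were TMM factors, DESeq2, other filters and cutoffs, all 3 ratios or their geometric mean in place of the mean, other treatments of an IgG count of 0, no cell line block, other sets of enriched miRNAs, and each cell line left out. Alternatives chosen after seeing the data were the totals worked back from S1 Table, an IgG count of 0 set to 1, totals without miR-6080, and a cutoff of 15 RPM on the enriched miRNAs as well as on the others. The test of the abundance of miRNAs before precipitation was also redefined after its first result was seen. The FTO mRNA, qRT-PCR measurements and the sequence motifs were not analysed here.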

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

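The comparisons with input and IgG were planned, whereas the tests of totals without miR-6080, of the spread over input, of binding to beads or tubes, of the equal counts and of the source of the miR-6080 reads were chosen only after the result was seen.

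The m6A libraries differed widely from the input libraries, a comparison that the paper does not report. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1681 of 2174 miRNAs at an adjusted p under 0.05, of which 1452 were higher and 229 lower after precipitation. This balance moves with the scale. TMM factors gave 575 higher and 614 lower, DESeq2 491 higher and 595 lower, and totals without miR-6080 1599 higher and 147 lower. TMM and DESeq2 centre the fold changes by construction, with medians of 0.10 and 0.09 against 1.65, so a near-even balance with them does not show that the surplus of rises comes from the scale. The largest rises were those of miR-4530 (log2 fold change 6.77, standard error 0.51), miR-4298 (6.19), miR-642a-3p (5.95), miR-6788-5p (5.56) and miR-4492 (5.52). The largest falls were those of miR-6735-3p (-7.71, standard error 0.58), miR-548o-3p (-7.45), miR-148a-3p (-7.33), miR-4443 (-7.25) and miR-148b-3p (-6.34). Some of these folds rest on few reads. miR-642a-3p had 3, 0 and 2 reads in the input libraries, and miR-548o-3p had 0, 3 and 1 in the m6A libraries. With a cell line left out, their log2 fold changes ran from 5.27 to 6.87 and from -8.85 to -6.56, so their size and rank are not settled. Of the 258 miRNAs enriched over IgG, 178 were higher than input and 31 lower, and with TMM factors 113 and 71. Their log2 ratios of m6A to input ran from -5.58 to 6.77 with an SD of 2.15, against a median standard error of 0.43, which argues against abundance before precipitation as the only source of their reads in the m6A libraries. Binding to beads or tubes would act on the IgG libraries as well. To test this, each cell line was left out in turn and enriched miRNAs were chosen by their mean ratio over the other cell lines. In the cell line left out, they took between 29.7% and 33.9% of the m6A reads and at most 2.81% of the IgG reads. The low share with IgG argues against such binding as the main source of their m6A reads. Their share of the input reads was between 28.1% and 43.9%, so their joint share did not clearly rise over input. For the miRNAs that were higher than input and not enriched over IgG, binding to beads or tubes stays open. Other differences between the protocols, and recognition of m6A or of sequence by the antibody, stay open for all of them. The m6A libraries are shared by the comparisons with IgG and with input, so some likeness follows from that alone. The same direction in both was found for 69.2% of 2049 miRNAs, against 65.8% in 5 simulations of unchanged groups. This share counts miRNAs with small changes as well. By edgeR's quasi-likelihood test 579 miRNAs were called higher in both, against a mean of 0 in the simulations, but unchanged groups give almost no calls after adjustment, so the 0 was fixed beforehand and does not measure the likeness that the shared libraries bring. How much of it they bring stays open. Chance in the grouping of the libraries cannot be excluded by counting splits, as the real split was 1 of 10 with a count as large, which is the smallest share that 3 against 3 allow. By edgeR's quasi-likelihood test the other splits called 0 miRNAs, including those that part all 3 pairs, with between 0 and 16 at an unadjusted p under 0.05.

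A median of 44.5% of the reads in the m6A libraries fell on miR-6080, which the paper does not discuss. In the IgG libraries the median was 65.0%, in the input libraries the share was between 15.5% and 28.4%, and in the knockdown experiment, which had no precipitation, between 2.05% and 4.18%. The share was thus higher with IgG than with the m6A antibody, which argues against binding by the m6A antibody as its main source. miR-6080 had the most reads of all miRNAs in every RIP-seq library except the input of FTO3C3, where miR-3168 took 32.3%. A candidate explanation is another RNA whose fragments match the reference sequence of miR-6080. The reads themselves were not analysed here, so this and a real abundance of the miRNA cannot be told apart. Leaving miR-6080 out of the totals changed the balance between m6A and IgG from 792 higher and 26 lower miRNAs to 448 and 258, so that 63.5% of the calls were higher. As this RNA took a larger share of the IgG than of the m6A reads, leaving it out lowers the folds together by construction, with the median log2 fold change going from 0.83 to 0.10. The change in balance therefore does not show which of these scales is nearer to the amounts precipitated, and an effect of this share on the scale and a real surplus of rises cannot be told apart. The m6A and IgG libraries of FTO2D4 had the same count of miR-6080, 563404. A column copied in part from the other would make equal counts more frequent than counts that nearly match. Of the other 2188 miRNAs, 5 had the same count in both libraries, the largest being miR-548v with 165 reads, whereas 6 had 1 read more and 5 had 1 read less in the m6A library. This argues against a copied stretch of many entries. An accident of counting, or an error at that entry or at few entries, stays open. No biological explanation of the share was tested.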

How the results depend on the processing

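The totals worked back from S1 Table, an IgG count of 0 set to 1, totals without miR-6080, and the cutoff of 15 RPM on both groups were the tests chosen only after the result was seen.

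Of the number of miRNAs called after FTO knockdown (130 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), TMM factors left 55, a filter of 15 RPM in all libraries of either group gave 203, and the totals of S1 Table gave 1592, of which 7 were higher and 1585 lower. The pairing by cell line matters: the fit with no replicate block called 41. DESeq2 called 94 (with no adjusted p for 1611 miRNAs) and the fit without a filter 139. Of the 130 miRNAs, 33 were also called with TMM factors, 44 by DESeq2 and 41 without the block. Leaving out a cell line gave between 0 and 201 calls, the 0 being without FTO1C1, where 327 had an unadjusted p under 0.05. The cause of these differences was not tested, except that the scale alone moved the median log2 fold change of all miRNAs from 0.29 to -0.00035 with TMM factors and to -0.72 with the totals of S1 Table.

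For the rule of the paper, the miRNAs increased over 2-fold (35) numbered 9 with TMM scaling, 12 with all 3 ratios past the threshold, 13 with a cutoff of 100 RPM, 2 with the totals of S1 Table and between 45 and 56 with a cell line left out. The miRNAs decreased over 2-fold (4) numbered 12 with TMM scaling, 2 with all 3 ratios, 9 with the geometric mean, 224 with the totals of S1 Table and between 3 and 17 with a cell line left out. At 1.5-fold, the increased miRNAs (266) numbered 67 with TMM scaling, 78 with all 3 ratios, 98 with a cutoff of 100, 3 with the totals of S1 Table and between 239 and 405 with a cell line left out. The decreased miRNAs at 1.5-fold (17) numbered 73, 7, 9 and 567 in the same order and between 15 and 46 with a cell line left out. A stricter rule leaves fewer miRNAs by construction. The number of expressed miRNAs stayed between 876 and 1127.

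The number of miRNAs enriched over IgG (258) was 967 with a cutoff of 15 RPM and otherwise stayed between 189 and 359. Enrichment over 10-fold (128) was found for 201 with that cutoff and for 84 with TMM scaling. Enrichment over 100-fold (16) was found for 8 with all 3 ratios past the threshold, 10 with 1 count added, 7 with TMM scaling and 7 without miR-6080 in the totals. By edgeR, between 470 and 730 miRNAs were called between m6A and IgG with a cell line left out, against 818 with all, and the lowest number was without FTO2D4. The calls split into 792 higher and 26 lower, with TMM factors into 453 and 302, and by DESeq2 into 367 and 249. Against input, DESeq2 called 1086 miRNAs and all other fits between 1189 and 1746. The block changed no other count of calls by more than 1.5 times.

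The share of enriched miRNAs that were lower after FTO knockdown (25.6%) was 53.1% with TMM scaling and 53.5% with DESeq2's size factors, and 98.4% with the totals of S1 Table (98.3% for the 239 miRNAs of S3 Table), so the majority changed its direction. It was 17.3% for miRNAs higher by edgeR, 14.7% with all 3 ratios under 1, and between 23.7% and 32.5% with a cell line left out. The difference from the other miRNAs with at least 15 RPM (5.56 percentage points) was -2.64 for miRNAs higher by edgeR and 8.01 with all 3 ratios under 1 (Fisher's exact test, p = 0.000182), and between 0.95 and 6.61 with a cell line left out, the highest without FTO3C3 (Fisher's exact test, p = 0.0186). In these comparisons the cutoff of 15 RPM was applied to the others only. With the cutoff of 15 RPM on both groups, the share was 28.5% and the difference 8.48 (Fisher's exact test, p = 0.00835), and with all 3 ratios under 1 in addition 16.7% and 9.95 (Fisher's exact test, p = 1.64e-05), whereas with the totals of S1 Table the share was 98.6%. Over all alternatives the p-values of Fisher's exact test ran from 1.64e-05 to 0.794. These p-values count each miRNA as independent, although all values come from the same 3 pairs of libraries. The test of the set by limma's camera (n = 258 miRNAs, p = 0.153) gave p = 0.0345 with TMM factors and p = 0.000182 with the totals of S1 Table, and p = 0.0536 with no replicate block. With an estimated correlation none of these calls held (p = 0.266 with TMM factors and 0.15 with S1 Table), whereas fry gave p = 0.0649 and 0.00253. The mean log2 fold change of the set and of the other miRNAs was 0.20 and 0.29 on the scale of total reads, -0.09 and -0.01 with TMM factors and -0.81 and -0.72 with S1 Table, so the distance between them stayed nearly the same while the p-value moved.

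The Shapiro-Wilk p-value of the log2 ratios stayed between 2.33e-07 and 0.000392, and that of the ratios without the logarithm lay between 0.000256 and 0.0744. The correlation of enrichment with the change after knockdown (r = -0.00818) changed its sign to 0.0421 with means of log2 ratios and 0.00086 with the totals of S1 Table. With a cell line left out it lay between -0.127 and 0.0548, the lowest being without FTO3C3 (permutation p = 0.0382). Without FTO2D4 it was 0.0022.

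Of the 25 named miRNAs of the knockdown, 22 were called. The log2 fold change of let-7e-5p changed its sign without FTO1C1, to 0.0717, and lay between -0.16 and 0.07 over the cell lines left out. No other named miRNA changed its sign with TMM factors, without the block, with a cell line left out or with the totals of S1 Table. The other alternatives were not looked up for named miRNAs. Over the cell lines left out, the values of the 25 named miRNAs kept their direction and their side of 0.05 in 49 cases, lost their call in 23 and gained one in 2. With no replicate block miR-215-5p, miR-221-3p, miR-671-5p, miR-7-5p and miR-92a-1-5p were no longer called. With the totals of S1 Table let-7b-5p, miR-1245b-5p, miR-1246, miR-23c, miR-4492, miR-6763-5p and miR-6869-5p lost their calls, and let-7e-5p and miR-6769a-3p were called lower. All 27 named miRNAs tested between m6A and IgG and all 10 against input were called, while miR-125b-5p was below the filter. With TMM factors 1 of the 27, miR-125b-1-3p, was not called. Over the cell lines left out, the calls between m6A and IgG held in 71 cases and were lost in 9: miR-125b-1-3p without FTO1C1 or FTO2D4, miR-125b-2-3p and miR-4671-3p without FTO2D4, miR-212-3p, miR-3168 and miR-548v without FTO3C3, and miR-6511a-3p without FTO2D4 or FTO3C3. The remaining case, miR-500b-3p without FTO2D4, had no value. Against input all 30 held.

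Depth limits the precision of single folds over IgG, as the IgG library of FTO3C3 holds 186446 reads. Totals that include the siRNA reads and the tests of the RAC and RRACH motifs were planned and not run, because the reads on siRNA sequences and the mature sequences were not used here.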

Differences from the paper's values

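The totals worked back from S1 Table and the cutoff of 15 RPM on both groups were chosen only after the result was seen.

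Values are taken to differ from the paper's when one is more than 1.5 times the other and, where the value found here has an SD, the distance between them is also larger than that SD.

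The paper reports 9 miRNAs decreased over 2-fold, and 4 were found here. Of the alternatives set before the data were examined, TMM scaling gave 12 and the geometric mean 9, which do not differ by this standard, while all 3 ratios (2), a cutoff of 100 RPM (3) and leaving out FTO1C1 (5), FTO2D4 (17) or FTO3C3 (3) still differ. The totals of S1 Table, chosen after seeing the values, gave 224. Fig. 2B shows 9 miRNAs, of which 4 had a mean ratio under 0.5 here, and the paper's S2 Table also holds 4 such means.

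The paper reports 35 miRNAs decreased over 1.5-fold, and 17 were found here. Leaving out FTO1C1 (27) or FTO2D4 (46) and the geometric mean (25) do not differ, while TMM scaling (73), all 3 ratios (7), a cutoff of 100 RPM (9) and leaving out FTO3C3 (15) do. The totals of S1 Table, chosen after seeing the values, gave 567. Of the paper's 35 decreased miRNAs in S2 Table, 14 have a printed mean under the inverse of 1.5, and the largest is 0.76.

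The paper states that 92% of the miRNAs enriched over IgG were lower after FTO knockdown, and 25.6% were here. None of the alternatives set before the data were examined reached the paper's value: TMM scaling gave 53.1%, DESeq2's size factors 53.5%, the 239 miRNAs of S3 Table 25.1%, miRNAs higher by edgeR 17.3%, all 3 ratios under 1 14.7%, and leaving out a cell line 27.2% (FTO1C1), 32.5% (FTO2D4) and 23.7% (FTO3C3). The totals of S1 Table, chosen after seeing the values, gave 98.4%, 98.3% for the 239 miRNAs and 98.6% with the cutoff of 15 RPM on both groups, and on that scale 4 of the paper's 249 increased miRNAs are above 1.5-fold, so that it drops 245 of them.

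The paper gives a reduction of let-7e by 21%, and let-7e-5p was reduced by 2.23% ± 15.5 (SD, n = 3 cell lines) here. TMM scaling gave 19.8%, which does not differ. Leaving out FTO3C3 gave 2.02%, which does not differ only because the SD of the 2 remaining cell lines is 21.9. Leaving out FTO2D4 (10.1%) or FTO1C1 (-5.40%) still differs. The totals of S1 Table, chosen after seeing the values, gave 51.3%, and with them the decrease was called (adjusted p = 0.00132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, the adjusted p was 0.332 to 0.899 with TMM factors, without the block or with a cell line left out.

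The paper names let-7e with S2 Table as its source, and let-7e-5p has no entry in the copy of S2 Table used here. It speaks of the top 10 increased miRNAs in Fig. 2A, where 14 are drawn. It lists miR-125b as potentially methylated, and here miR-125b-2-3p was enriched (mean ratio 12.8) whereas miR-125b-5p was not (7.03 RPM in the m6A and 9.78 in the IgG libraries). The paper gives a Shapiro-Wilk p-value smaller than any found here (0.000254, and between 2.33e-07 and 0.000392 under the alternatives), on the log2 scale. For the ratios without the logarithm it was 0.0403, and it was above 0.05 for the 239 miRNAs of S3 Table (0.0744) and without FTO3C3 (0.0638), but 0.000371 without FTO1C1, 0.000256 without FTO2D4 and 0.0237 with the totals of S1 Table. The calls of increase in Fig. 2A for miR-4489 and of decrease in Fig. 2B for miR-6769a-3p were not reached at an adjusted p of 0.05 (0.0519 and 0.0723, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without FTO2D4 both were called, and with TMM factors or the totals of S1 Table miR-6769a-3p was.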

Other observations

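The tests of the scale, of S1 Table and of the cutoff on both groups were chosen only after the result was seen, whereas those of depth and of hairpin arms were set before their results.

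More of the miRNAs called after FTO knockdown were higher (118) than lower (12). The total of miRNA reads as the scale, to which few abundant miRNAs contribute most, is a candidate explanation. With TMM factors 38.2% of the calls were higher, but TMM centres the fold changes by construction, so this does not decide the matter. An increase of many miRNAs and a change of scale cannot be told apart in these counts, since both move all values together. Other splits of the 6 libraries called at most 19 miRNAs, and at most 6 where all 3 pairs were parted, and the real split was 1 of 10, the smallest share that 3 against 3 allow, so that chance cannot be excluded by counting splits. For m6A against IgG the real split was also 1 of 10, and the others called 0 by edgeR's quasi-likelihood test, with between 3 and 31 at an unadjusted p under 0.05.

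Nearly all miRNAs were lower after FTO knockdown on the scale of S1 Table. This held for 97.9% of the other miRNAs with at least 15 RPM as for those enriched over IgG, and on the scale of total miRNA reads 25.6% of the enriched miRNAs were lower. A fall that belongs to the enriched miRNAs alone is therefore argued against as the reason why nearly all of them are lower on that scale, and a shift of all miRNAs is in line with both values. A smaller relative fall of some enriched miRNAs stays open, since 14.7% of them against 6.72% of the others were lower in all 3 cell lines, and since 28.5% against 20.0% had a mean ratio under 1 with the cutoff of 15 RPM on both groups. The groups were not matched for abundance, so these shares do not separate enrichment from abundance. Such a fall is not settled. Without FTO1C1, the shares with a mean ratio under 1 were 27.2% and 26.3%. With the miRNAs called higher by edgeR as the enriched ones, they were 17.3% and 20.0%. Both of these comparisons applied the cutoff of 15 RPM to the others only, so they do not show the difference at like levels. The shift could come from siRNA reads counted in the totals, as a median of 59.5% of the S1 Table totals in the FTO siRNA libraries lies beyond the miRNA counts, against 13.6% to 24.4% with scrambled siRNA. Reads on the siRNA sequences were not analysed here, so this and other reads in the totals cannot be told apart. A lower amount of miRNA relative to other small RNA after FTO knockdown is a biological explanation that stays open and untested.

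The number of miRNAs enriched over IgG changed little at a lower depth. With every library thinned to the 186446 reads of the smallest, a median of 253 miRNAs were enriched over 20 draws (from 247 to 265), and a median of 235.5 of the 258 were among them. This argues against the unequal depth of the libraries as the reason for their number. The rule uses RPM, which thinning keeps on average, and the smallest library was left as it was. The test therefore does not show what deeper IgG libraries would give.

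The arms of a hairpin come from the same precursor, so a change in its production or processing is expected to move both. Over 154 hairpins with both arms measured, the ratios after FTO knockdown of the 5p and 3p arms had a Spearman rho of 0.235 (permutation test, p = 0.00358, bootstrap interval from 0.0706 to 0.374) and a Pearson r of 0.201 (permutation test, p = 0.0121). After removal of the trend with mean RPM, rho was 0.233, which argues against that trend as the source. The correlation is weak, and it is across hairpins, which are not independent replicates. A part of the changes may arise at or before processing, as a hypothesis. Against an origin before processing, the paper found by qRT-PCR that the primary transcripts it tested did not change, apart from a moderate fall of pri-let-7e. Members of a family that share reads could add to the correlation, which was not tested.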
